# Control of developmentally primed erythroid genes by combinatorial co-repressor actions

**DOI:** 10.1038/ncomms9893

**Published:** 2015-11-23

**Authors:** Ralph Stadhouders, Alba Cico, Tharshana Stephen, Supat Thongjuea, Petros Kolovos, H. Irem Baymaz, Xiao Yu, Jeroen Demmers, Karel Bezstarosti, Alex Maas, Vilma Barroca, Christel Kockx, Zeliha Ozgur, Wilfred van Ijcken, Marie-Laure Arcangeli, Charlotte Andrieu-Soler, Boris Lenhard, Frank Grosveld, Eric Soler

## Abstract

How transcription factors (TFs) cooperate within large protein complexes to allow rapid modulation of gene expression during development is still largely unknown. Here we show that the key haematopoietic LIM-domain-binding protein-1 (LDB1) TF complex contains several activator and repressor components that together maintain an erythroid-specific gene expression programme primed for rapid activation until differentiation is induced. A combination of proteomics, functional genomics and *in vivo* studies presented here identifies known and novel co-repressors, most notably the ETO2 and IRF2BP2 proteins, involved in maintaining this primed state. The ETO2–IRF2BP2 axis, interacting with the NCOR1/SMRT co-repressor complex, suppresses the expression of the vast majority of archetypical erythroid genes and pathways until its decommissioning at the onset of terminal erythroid differentiation. Our experiments demonstrate that multimeric regulatory complexes feature a dynamic interplay between activating and repressing components that determines lineage-specific gene expression and cellular differentiation.

## Abstract (web summary)

Conserved sets of transcription factors (TFs) regulate hematopoiesis. Here, Stadhouders *et al*. show that IRF2BP2 is a component of the LDB1 TF complex and together with its co-repressor ETO2, enhances transcriptional repression, which plays a crucial role at the erythroid progenitor stage.

Haematopoietic development relies on the stepwise activation and repression of lineage-specific gene expression programmes. This process is regulated by sets of conserved transcription factors (TFs) acting in a combinatorial and/or antagonistic pattern to establish cellular identity through tight control of gene regulatory networks^1^. Exactly how TFs and the cofactors they recruit cooperate within large protein complexes to rapidly modulate gene expression during differentiation is still not completely understood. We set out to address this issue using a well-characterized erythroid differentiation system driven by a multimeric TF complex nucleated by the haematopoietic master regulators LIM-domain-binding protein 1 (LDB1), GATA-binding protein 1 (GATA1), T-cell acute lymphocytic leukaemia protein 1 (TAL1), LIM domain-only 2 and eight-twenty-one 2 (ETO2)—hereafter referred to as the LDB1 complex. The LDB1 complex plays a pivotal role in promoting differentiation of the erythroid and megakaryocytic lineages^2^. It was previously shown to bind the regulatory regions of developmentally regulated erythroid genes, which are rapidly induced by the LDB1 complex upon terminal erythroid differentiation^3^,^4^,^5^,^6^,^7^. Despite being already bound by the LDB1 complex in immature progenitors, premature full activation of these erythroid genes is prevented by the LDB1-complex member ETO2 (also referred to as the myeloid-transforming gene on chromosome 16 or MTG16), a transcriptional co-repressor^3^,^4^,^5^,^7^,^8^. ETO2 belongs to a family of transcriptional repressors known as the ETO family, which further consists of the founder member ETO (or MTG8) and the myeloid translocation gene, related-1 (MTGR1) proteins. ETO2 plays key roles in the maintenance of haematopoietic stem cells^9^, the development of the lymphoid system^10^ and regulating effective (stress) erythropoiesis^11^. The importance of a functional ETO2 protein in maintaining haematopoietic homeostasis is further underlined by its causal involvement in acute leukaemia^12^,^13^,^14^. Whereas ETO2 is well known for its repressor function in several cell types^3^,^15^,^16^, the molecular mechanisms of erythroid gene suppression in the context of the LDB1 complex remain largely unknown. Unravelling these mechanisms is important to provide novel insight into how TFs and cofactors within a multimeric complex impose a ‘primed' status (that is, a stage-specific transcriptional repression of late erythroid genes in immature progenitors) onto their target genes, which rapidly switches to full activation at the onset of differentiation.

In this study, to begin addressing these questions, we performed a proteomics screen for novel ETO2-binding partners. This screen identifies the interferon regulatory factor 2-binding protein 2 (IRF2BP2), growth factor-independent 1B (GFI1B) and lysine-specific demethylase 1 (LSD1) transcriptional repressors as ETO2-interacting proteins. We show here that IRF2BP2 is a novel component of the LDB1 complex able to strongly enhance ETO2-mediated transcriptional repression. Chromatin immunoprecipitation-sequencing (ChIP-Seq) analysis and loss-of-function studies reveal that ETO2 and IRF2BP2 chromatin occupancy significantly overlap at a genome-wide scale, and that both factors regulate a common set of key erythroid target genes and regulatory pathways. Subsequent analysis of IRF2BP2 protein partners shows that IRF2BP2 is able to recruit the well-known NCOR1 co-repressor, which is able to bind ETO2/IRF2BP2 erythroid target genes to potentially mediate their repression. We finally confirm the *in vivo* relevance of the newly identified IRF2BP2 co-repressor by using an IRF2BP2-deficient mouse model. Animals homozygous for the genetrap *Irf2bp2* allele display an ineffective fetal liver (FL) erythropoiesis during gestation and die around birth. Thus, our data reveal a complex collaborative action of multiple co-repressor proteins within the LDB1 complex at the erythroid progenitor stage. As a result, late erythroid-specific genes are maintained in a primed state before their rapid activation upon terminal differentiation.

## Results

### An epigenetic definition of primed LDB1 target genes

‘Primed' developmentally regulated genes have been previously defined as being already expressed at low levels before full activation at the onset of differentiation^17^. Moreover, TFs responsible for the full activation of primed genes upon terminal differentiation have been observed to already bind primed genes at the progenitor stage^18^. The late erythroid genes activated by the LDB1 complex can thus be considered ‘primed' in undifferentiated erythroid progenitors, where they are bound by the LDB1 complex but expressed at low levels^5^. To more accurately define their transcriptional and epigenetic status, we analysed the expression, TF binding, RNA polymerase II (RNAPII) and H3K4Me2 levels of primed archetypical erythroid genes in mouse erythroleukaemia (MEL) erythroid progenitors before and after the induction of terminal erythroid differentiation. RNA sequencing (RNA-Seq) analysis shows that primed erythroid genes are indeed expressed at low—but significant—levels in progenitors and are strongly (±5 fold on average) induced upon differentiation (Supplementary Fig. 1a). 

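RNA was sequenced from 2 libraries of MEL cells before induction (0 h) and 2 libraries after 96 h of induction of differentiation. The authors mapped the reads to the mm9 genome with Tophat2 and deposited the number of reads counted on each RefSeq gene in each library, with the RPKM values and their own DESeq2 fold changes beside them. The counts, which carry no normalization and list genes by symbol only, are the values used here. The non-induced libraries held 19623105 and 12187737 counted reads and the induced libraries 14088264 and 14490355. A floor of 3 counts lay between 0.149 and 0.252 CPM (normalized counts scaled by library size) in these libraries. Libraries were scaled by edgeR's TMM method, and edgeR's filterByExpr function kept 11713 of the 16527 listed genes. Each of these was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p of 0.05 or less and an absolute log2 fold change of 0.5 or more, the limits that the paper sets for its KD data. By this measure 3187 genes changed, of which 1449 were raised and 1738 lowered. Of the alternative settings, the unadjusted p in place of the adjusted one moved this count most, to 4608 genes. The authors' deposited table holds 3297 genes by the same limits, and 3032 of them are among the 3187. The replicate numbers are the only mark of a batch that the labels give.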

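Of the primed genes that the paper names, *Alas2* rose from 26.1 ± 4.33 CPM (SD, n = 2) before induction to 1160 ± 94.3 CPM (SD, n = 2) after it, a log2 fold change of 5.48 (standard error 0.29, adjusted p = 1.11e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Epb4.2* rose from 4.41 ± 1.73 to 98.96 ± 6.56 CPM, *Slc22a4* from 3.61 ± 1.44 to 53.5 ± 9.07 CPM and *Slc4a1* from 0.499 ± 0.35 to 83.3 ± 45.0 CPM (SD, n = 2 each). These are 22.9-fold, 15.1-fold and 150.3-fold rises, and the largest adjusted p among the 3 genes was 1.09e-05 for *Slc22a4* (log2 fold change 3.92, standard error 0.36, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). One of the non-induced libraries had 3 counts for *Slc4a1*, which is the floor, and the other had 15. In both induced libraries each of the 4 genes lay above both non-induced libraries. The median log2 fold change of the 4 genes was 5.00, and it ranged from 4.70 to 5.29 when each library was left out in turn.
The wider lists of Fig. 6c changed less. The 14 genes of haem biosynthesis had a median log2 fold change of 1.49, a 2.81-fold rise, with 10 genes raised and 1 lowered, and their median level went from 81.8 to 259.9 CPM. The 35 measured genes of erythrocyte membrane proteins and transporters had a median of 1.12, a 2.17-fold rise, with 21 raised and 6 lowered, and went from 140.9 to 196.7 CPM. The β-globin gene *Hbb-b2*, counted together with *Hbb-bt*, rose from 150.4 ± 29.4 to 3220 ± 307.9 CPM (SD, n = 2 each). *Hba-a1* had 1 and 0 counts before induction and 22 in each induced library, and was at least 7.68-fold higher. *Hba-a2* is not listed, so this is not the level of all α-globin RNA.

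**Figure D1:**
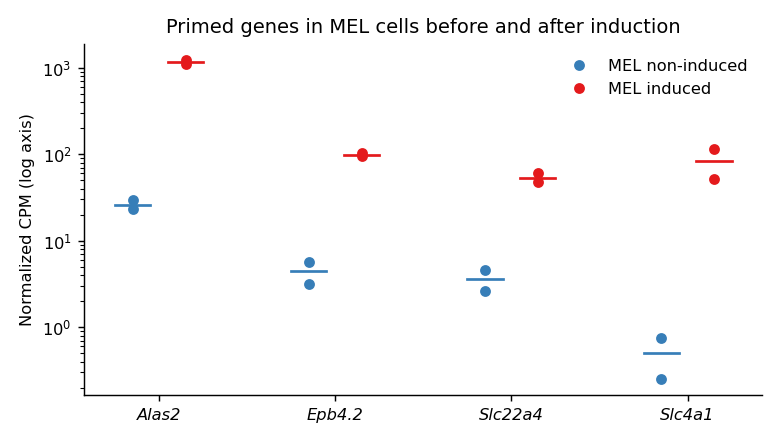
Normalized CPM (vertical axis, log scale) of *Alas2*, *Epb4.2*, *Slc22a4* and *Slc4a1* in the 2 non-induced and the 2 induced MEL libraries. Points are libraries and bars are the means, and the points of the induced libraries lie above those of the non-induced libraries for every gene shown.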

The vast majority (88%) is already bound by an ETO2-containing LDB1 complex in progenitors (see ref. 5). Analysis of genome-wide RNAPII ChIP-Seq data indicates that >95% of the primed genes show no overt signs of paused RNAPII accumulating at the promoter before induction, ruling out RNAPII pause-release^19^ as a general mechanism of primed gene activation (Supplementary Fig. 1b). In accordance with low-level expression and strong TF binding, the active H3K4Me2 chromatin mark is already deposited at the regulatory elements of primed erythroid genes in progenitors (Supplementary Fig. 1c). Previously published ChIP-Seq data obtained from primary erythroid progenitors further confirms this finding^20^ (illustrated in Supplementary Fig. 6e).

We conclude that primed archetypical erythroid genes in progenitor cells are uniformly defined by: (1) low expression levels that are strongly induced upon differentiation; (2) occupancy of the TFs responsible for their later induction; (3) an active chromatin environment at the regulatory elements controlling their expression and (4) not having substantial amounts of paused RNAPII at their promoters. Thus, primed erythroid genes are subjected to active transcriptional repression involving ETO2 that prevents their premature activation^5^.

### Identification of ETO2 protein partners in erythroid cells

We next employed a proteomics approach to characterize the molecular determinants of ETO2's repressive activity. An epitope-tagged form of ETO2 (ETO2-V5-Bio) was stably expressed in MEL cells^5^ and used in single-step protein complex capture experiments^21^. The affinity tag contains a Bio peptide sequence that is efficiently biotinylated by the bacterial BirA enzyme, resulting in the biotinylation of ETO2-V5-Bio (Fig. 1a—full-size images of all western blots shown can be found in Supplementary Figs 10 and 11). The C-terminal tag fused to ETO2 does not interfere with its functions, since ETO2-V5-Bio shows (i) proper intracellular localization (Supplementary Fig. 2a), (ii) the ability to interact with its known binding partner LDB1 (ref. 7) (Fig. 1b) and (iii) binding to known genomic target sites^5^ (Supplementary Fig. 2c). Thus, tag addition does not affect ETO2 in its ability to form complexes. A streptavidin pull-down was carried out and co-purified proteins were identified by mass spectrometry (liquid chromatography–tandem mass spectrometry (LC–MS)/MS) (Fig. 1c). In addition to known components of the LDB1 complex (for example, TAL1, the E proteins E2A and HEB, single-stranded DNA-binding protein (SSBP) 2/3/4)^7^, we also detect additional interactions with the LSD1/Co-REST repressor complex, the haematopoietic TF GFI1B and the transcriptional repressor IRF2BP2. MS analysis of endogenously precipitated ETO2 protein complexes (immunoprecipitation (IP)–MS) and individual co-IP experiments in MEL cells confirm the endogenous interaction of ETO2 with these factors (Fig. 1d; Supplementary Fig. 2). Whereas the ability of ETO2 to interact with GFI1B was reported previously^3^, and the LSD1 protein was found to be associated with the LDB1 complex (including ETO2) in erythroid cells^22^, the involvement of IRF2BP2 in these complexes has not been reported yet. We therefore set out to investigate this interaction in more detail.

### ETO2 interacts with IRF2BP2 via a unique N-terminal domain

IRF2BP2 is a highly conserved zinc-finger/RING-finger protein belonging to a family of three evolutionary conserved factors (IRF2BP1, IRF2BP2 and IRF2BPL) sharing high sequence homology. IRF2BP1 and IRF2BP2 were originally identified as interacting partners of IRF2, mediating its ability to repress *in vitro* reporter expression^23^. Recently, several other studies reported a repressive role for IRF2BP2 in complex with nuclear factor of activated T-cells 1 (NFAT1)^24^, p53 (ref. 25) or enhanced at puberty 1 (EAP1)^26^, although an activating role for IRF2BP2 in regulating *VEGFA* expression has been described as well^27^. To map the domains mediating the interaction between ETO2 and IRF2BP2, a series of deletion mutants was generated and used in co-IP experiments. ETO2 contains four highly conserved domains (nervy homology regions 1–4) shared with the other members of the ETO family (ETO and MTGR1)^28^, but also two unique sequences at its N terminus not shared with ETO/MTGR1, which we termed Unique Sequence 1 and 2 (US1/2) (Fig. 2a). As shown in Fig. 2b, ETO2 interacts with IRF2BP2 via its US2 domain, suggesting that ETO2 is the only protein from the ETO family able to bind IRF2BP2. Using a similar strategy, we find that the IRF2BP2 RING-finger domain mediates the interaction with ETO2 (Fig. 2c). RING-finger domains are characteristic of E3 ubiquitin ligases catalysing the ubiquitination of target proteins, which often leads to protein degradation^29^. Since ETO2 interacts with the RING-finger domain of IRF2BP2, we tested whether ETO2 stability could be affected by this interaction. Increasing amounts of IRF2BP2 were co-expressed together with ETO2 in HEK 293T cells, and ETO2 protein levels were monitored by western blot analysis. As shown in Supplementary Fig. 3, even when expressed in large excess, IRF2BP2 does not significantly affect ETO2 protein levels under these conditions.

### IRF2BP2 enhances ETO2-mediated transcriptional repression

The functional role of the ETO2–IRF2BP2 interaction was first investigated *in vitro* using luciferase reporter assays. ETO2 was fused to a Gal4 DNA-binding domain and co-expressed in HEK 293T cells together with a luciferase reporter plasmid containing Gal4-responsive elements. As previously reported, ETO2 induces a 20–30-fold repression of luciferase activity (Fig. 2d)^30^. Co-expression of IRF2BP2 further increases ETO2-mediated transcriptional repression in a dose-dependent manner. This effect is not seen when using a RING-finger deletion mutant of IRF2BP2 (IRF2BP2deltaRING) unable to interact with ETO2. Importantly, the ETO2-interacting partner LSD1 (Fig. 1c,d), a known transcriptional repressor, does not significantly enhance ETO2-mediated repression (Fig. 2d) despite its ability to interact with ETO2 in HEK cells (Supplementary Fig. 3b).

### Genome-wide analysis of ETO2 and IRF2BP2 chromatin binding

We next performed ChIP-Seq experiments to determine whether IRF2BP2 is enriched at critical regulatory sites occupied by ETO2. 

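The binding sites of ETO2 and IRF2BP2 in MEL cells come from 1 combined list of the authors, which gives the position of each site on mm9, its class, its fold enrichment over the IgG control and its adjusted p-value. The authors kept sites found by at least 2 of 3 peak callers and filtered them on length, reads, enrichment over IgG and adjusted p, so these filters are already in the list. They used 1 ChIP library and 1 IgG library per antibody, with the ETO2 library from an earlier study, so that no value of a site has a replicate. The list holds 13229 sites. Its class codes were read as ETO2-only, shared and IRF2BP2-only because their sizes equal those of Fig. 3b. The fold enrichment of a site is the authors' value. A shared site has a single one, and the list does not name the antibody behind it, so folds are given here only to describe and rank sites within the list. The reads of the sites and the totals of the ChIP libraries are not used here. The median widths were 792 bp for ETO2-only, 825 bp for shared and 885 bp for IRF2BP2-only sites. Sites were placed against 22380 protein-coding genes of the GENCODE annotation of mm9, with the 5′ end of each gene as its TSS. Intervals of shares are Wilson 95% confidence intervals and cover counting error only.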

In erythroid progenitors, IRF2BP2-binding sites occur at numerous *cis*-regulatory regions of late erythroid genes controlled by ETO2 and LDB1. For example, IRF2BP2 and ETO2 show co-occupancy on the *Gypa*, *Slc22a4*, *Epb4.2*, *Alas2* and *Slc4a1* genes, as well as the α- and β-globin clusters (see Fig. 3a for examples). These genes are critical markers of mature erythroid cells and reside in a primed state in erythroid progenitors such as MEL cells^5^,^6^ (Supplementary Fig. 1). This suggests that IRF2BP2 might cooperate with ETO2 to maintain these erythroid genes in a primed state, suppressing the actions of the other LDB1-complex members required for their rapid activation upon terminal differentiation^2^,^6^. 

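*Slc22a4*, on chromosome 11 of mm9 from 53796625 to 53841592, has a shared site in an intron from 53839924 to 53840838, with an 11.5-fold enrichment over IgG and the sequence CTGAGGGAAAGAGATAA. The shared site at *Epb4.2* on chromosome 2, from 120862123 to 120863077, has its centre in an exon, 1 bp from the TSS, with a 4.46-fold enrichment and the sequence CTGTTTGAACGAGATAA. *Alas2* on chromosome X has a pair of shared sites in introns. The first, from 146983919 to 146984853, was 16.9-fold enriched and holds CTGCAGACCATAGATAA, and the other, from 146999076 to 147000331, was 13.3-fold enriched and holds CTGTGGTTCTGAGATAG. *Slc4a1* on chromosome 11 has a shared site in an intron from 102224841 to 102225521 (14.0-fold) with CTGCCTGGACCTGATAA, and another 9155 bp upstream of its TSS (14.3-fold). In the α-globin cluster on chromosome 11, shared sites lie from 32168491 to 32169470 (17.3-fold) and from 32165089 to 32165798 (5.29-fold). Their centres are 14357 and 18228 bp upstream of the TSS of *Hba-a1*. In the β-globin cluster on chromosome 7, a shared site lies 2315 bp downstream of the TSS of *Hbb-b2*, from 110959734 to 110960429 (7.67-fold), and another lies 17624 bp upstream of the TSS of *Hbb-y*, from 111018688 to 111019582 (6.43-fold). The most enriched site within 20 kb of these globin genes, 26.4-fold from 111009297 to 111009902, is of the IRF2BP2-only class. From the co-occupancy of these genes, the paper proposes that IRF2BP2 acts with ETO2 to keep them primed.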

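Of the 4490 sites occupied by ETO2, 2730 are of the shared class, which is 60.8% (Wilson 95% confidence interval 59.4 to 62.2%). The other 1760 are of the ETO2-only class. Against the 11469 sites occupied by IRF2BP2, the shared sites make 23.8% (23.0 to 24.6%), and 8739 are of the IRF2BP2-only class. The median fold enrichment over IgG was 8.75 at ETO2-only sites, 10.3 at shared sites and 6.43 at IRF2BP2-only sites. When only the ETO2 sites with a fold enrichment at or above their median were taken, the share was 64.5% (62.5 to 66.5%). The fold of a shared site may be that of either antibody, so this choice does not rank all sites on ETO2 enrichment.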

A genome-wide comparison of ETO2- and IRF2BP2-binding patterns revealed that 61% of ETO2-binding sites are also occupied by IRF2BP2 (Fig. 3b). However, many genomic locations are bound by IRF2BP2 in the absence of ETO2 and vice versa (Fig. 3c), indicating that both proteins are also involved in different regulatory complexes. Analysing peak distribution relative to transcription start sites (TSSs) (using Genomic Regions Enrichment of Annotations Tool (GREAT)^31^, see Methods) reveals that both common and ETO2-specific binding occurs predominantly (>80%) distal (>5 kb) from a TSS (Supplementary Fig. 4), in agreement with the binding distribution of the LDB1 complex^5^. However, IRF2BP2-only peaks show significantly more (42%) proximal promoter (<5 kb of the TSS) binding. 

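Within 5 kb of the TSS of a protein-coding gene lay 304 of the 1760 ETO2-only sites, 17.3% (Wilson 95% confidence interval 15.6 to 19.1%), and 534 of the 2730 shared sites, 19.6% (18.1 to 21.1%), so that 82.7% and 80.4% lay farther away. Of the 8739 IRF2BP2-only sites, 3739 lay within 5 kb, 42.8% (41.8 to 43.8%). The median distance to the nearest TSS was 22357 bp for ETO2-only, 20609 bp for shared and 8540 bp for IRF2BP2-only sites. IRF2BP2-only sites were near a TSS more often than shared sites (odds ratio 3.08, p = 8.1e-114, two-sided Fisher's exact test) and than ETO2-only sites (odds ratio 3.58, p = 4.73e-98, same test). The shared and ETO2-only classes did not differ past 0.05 at this distance (odds ratio 1.17, p = 0.0596, two-sided Fisher's exact test). At the limit of 1 kb they did (odds ratio 1.52, p = 0.00453, same exact test). Neighbouring sites can share a TSS and are not independent observations.

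**Figure D2:**
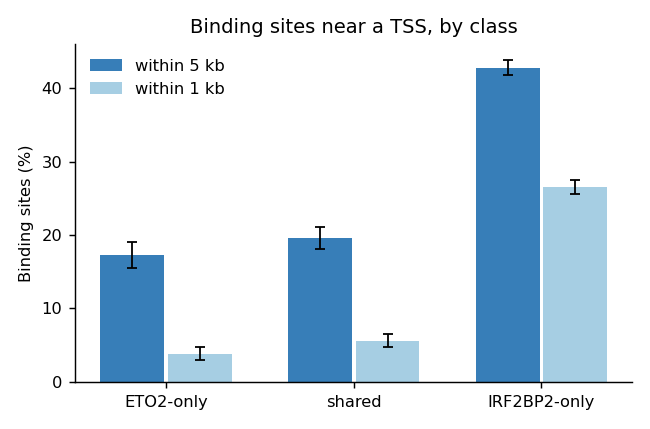
Percent of binding sites (vertical axis) with a TSS within 5 kb and within 1 kb, for the ETO2-only, shared and IRF2BP2-only classes. Bars are shares and error bars their Wilson 95% confidence intervals, and the IRF2BP2-only bars stand at 42.8% and 26.5%.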

Interestingly, the LSD1 and GFI1B repressors are also found enriched at ETO2/IRF2BP2-binding sites, overlapping with the positioning of the LDB1 complex (Supplementary Fig. 5).

We tried to substantiate these observations on ETO2 and IRF2BP2 chromatin occupancy by performing a Gene Ontology term analysis on putative target genes assigned to the different binding site subsets using GREAT. This confirms a strong enrichment for erythroid functions among the common target genes (Fig. 3b). ETO2-specific target genes show some enrichment for common blood-cell-related functions, as well as for several housekeeping processes. Intriguingly, IRF2BP2-specific target genes show strong associations with biological processes and functions involved in survival, apoptosis and cancer (Fig. 3b).

A *de novo* DNA motif search performed on ETO2- and IRF2BP2-occupied genomic binding sites reveals an enrichment of several different TF-binding motifs. 

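Motifs were scanned here as fixed sequence patterns within 100 bp to each side of the centre of a site, and compared with windows of the same size 2 kb to each side of the same sites. This background was chosen after seeing the data. An ETS pattern, MGGAAR, was present at 55.3% of ETO2-only sites, 62.9% of shared sites and 61.7% of IRF2BP2-only sites, against 43.1%, 43.3% and 43.6% of the flanking windows. A RUNX pattern, TGTGGYT, was present at 17.7%, 22.8% and 17.0% of the sites of these classes, against 10.1%, 9.62% and 10.2% of the flanks. The E-box CAGCTG, taken as the TCF pattern, was present at 14.8%, 26.8% and 31.0%, against 9.38%, 11.2% and 9.61%. The ratio of sites to flanks for this E-box was 1.58 at ETO2-only, 2.40 at shared and 3.23 at IRF2BP2-only sites. A *de novo* search and the EGR motif were not analysed here.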

ETS (E-twenty-six, for example, the Friend leukaemia integration 1 (FLI1)/ETS-related gene (ERG) TFs) and G/C-rich (early growth response (EGR) family) TF motifs were detected in all three categories, while Runt-related TF (RUNX) and TCF motifs show enrichment at sites occupied only by IRF2BP2 (Fig. 3d). 

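The pattern CTGN(6–8)WGATAR was present within 100 bp of the centre of 597 of 1760 ETO2-only sites, 33.9% (Wilson 95% confidence interval 31.8 to 36.2%), and of 894 of 2730 shared sites, 32.8% (31.0 to 34.5%). In the flanking windows it was present in 2.07% and 1.98%, which gives ratios of 16.4 and 16.6. Of the 8739 IRF2BP2-only sites, 550 held it, 6.29% (5.80 to 6.82%), against 2.20% of their flanks (ratio 2.87, adjusted p = 3.06e-59, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 30 tests). The GATA pattern AGATAAG, taken from the logo of Fig. 3d, was present at 29.3% of ETO2-only, 31.5% of shared and 10.3% of IRF2BP2-only sites, against 2.59%, 2.58% and 2.59% of the flanks, which gives ratios of 11.3, 12.2 and 3.98 (IRF2BP2-only sites adjusted p = 9e-145, same test). The GATA part of the composite alone, WGATAR, was added after seeing the data and was present at 88.7% of ETO2-only, 90.4% of shared and 44.5% of IRF2BP2-only sites, against 30.9%, 29.3% and 29.4% of the flanks. The ratios for this shorter pattern were 2.88, 3.09 and 1.51 (IRF2BP2-only sites adjusted p = 2.46e-126, same test). Among IRF2BP2-only sites within 5 kb of a TSS, 3.80% held the composite pattern and 32.0% held WGATAR, and among those farther away 8.16% and 53.8%.

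**Figure D3:**
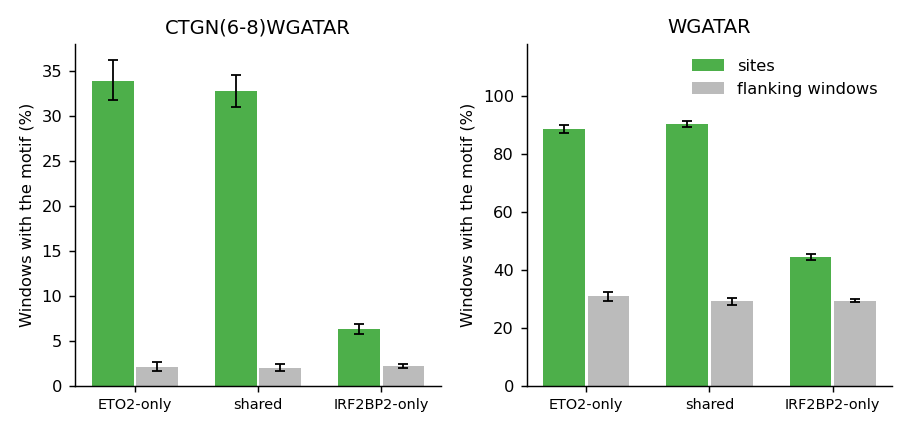
Percent of windows (vertical axis) that hold the E-box/GATA composite (left) and WGATAR (right) in sites and in their flanks, for the ETO2-only, shared and IRF2BP2-only classes. Error bars are Wilson 95% confidence intervals, and the composite stands at 33.9%, 32.8% and 6.29% of sites.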

Strikingly, nearly all ETO2-only and ETO2–IRF2BP2 shared sites contain the typical LDB1-complex signature represented by a composite E-box/GATA motif (CTGN(6–8)WGATAR)^5^,^32^, while this motif is completely absent from the IRF2BP2-only-binding sites (Fig. 3d). This shows that in MEL cells, the IRF2BP2-only-binding sites are LDB1-complex independent. However, IRF2BP2-only sites did show some enrichment for GATA motifs, indicating that a small subset of these sites could be GATA1-targeted. 

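A CTCF core pattern was present at 188 IRF2BP2-only sites, 2.15% (Wilson 95% confidence interval 1.87 to 2.48%), against 0.18% of their flanks (ratio 11.8, adjusted p = 9.82e-58, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 30 tests). It was present at 0.23% of ETO2-only and 0.18% of shared sites, the same shares as in their flanks. The SP/KLF pattern CCCGCCC was present at 10.3% of IRF2BP2-only sites against 2.74% of flanks (ratio 3.77). At ETO2-only and shared sites it was present at 2.95% and 3.52%, against 1.79% and 2.27%. The activating protein-1 pattern TGASTCA was present at 14.3% of IRF2BP2-only sites against 3.53% of flanks (ratio 4.06), at 8.32% of shared sites against 3.55%, and at 4.03% of ETO2-only sites against 3.32%, where the difference did not pass 0.05 (adjusted p = 0.222, same test).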

Interestingly, IRF2BP2-only sites are specifically enriched for several other TF motifs, including CCCTC-binding factor (CTCF), Specificity protein/Krüppel-like factor (SP/KLF) and leucine zipper (that is, activating protein-1 family) TF motifs.

### Irf2bp2 expression during erythroid differentiation

It is well established that ETO2 expression levels diminish as erythroid progenitors undergo terminal differentiation^3^,^4^,^7^. Furthermore, in a G1E-ER model system of erythroid differentiation, expression of *Cbfa2t3* (encoding ETO2) was repressed upon GATA1-driven erythroid maturation^33^,^34^. These and other observations^34^ suggest that *Cbfa2t3* expression is regulated by the ETO2-containing LDB1 complex, which involves an ETO2 negative autoregulatory loop. To gain more insight into the regulation of *Irf2bp2* during erythropoiesis, we examined its expression levels during mouse FL erythropoiesis. RNA-Seq analysis of fluorescence-activated cell sorting (FACS)-purified populations of developing erythroid cells (the same populations as shown in Fig. 7i,j, see the Methods section for more details) indicates that *Irf2bp2* expression is reduced upon differentiation (Fig. 4a). These observations are further validated by quantitative PCR (qPCR) experiments (Supplementary Figs 8 and 9). A similar trend was observed by others using various *in vivo* and *in vitro* model systems for erythroid development^35^,^36^ (Fig. 4b,c). As was reported for *Cbfa2t3*, *Irf2bp2* expression is lost upon GATA1-driven erythroid maturation in a G1E-ER model system (Fig. 4c). In addition, using genome-wide data sets previously generated by our laboratory^5^ and the Encyclopedia Of DNA Elements (ENCODE) consortium^36^, we identify two putative enhancer elements within the *Irf2bp2* locus bound by the ETO2/IRF2BP2-containing LDB1 complex (Fig. 4d–f). 

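*Irf2bp2* spans 129112196 to 129117336 on chromosome 8 of mm9, on the minus strand. Of the 6 listed sites within 20 kb of it, 1 is of the shared class. It lies from 129121988 to 129122666 with its centre 4989 bp upstream of the TSS, was 39.0-fold enriched over IgG, and contains the composite sequence CTGAAGGCCACAGATAG. The other 5 are of the IRF2BP2-only class. A pair of them lies upstream of the TSS, from 129119662 to 129121271 with the centre at 3015 bp (12.8-fold) and from 129118333 to 129118842 with the centre at 1268 bp (18.0-fold). A site from 129113015 to 129113862, with its centre in an exon, was 3.70-fold enriched and contains the composite sequence CTGGTAACAAGATAA. The remaining pair lies downstream of the gene, from 129107176 to 129107899 (6.50-fold) and from 129107899 to 129108377 (9.00-fold).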

When G1E-ER cells are differentiated by translocation of GATA1 into the nucleus, the TAL1 activator^2^,^5^,^32^,^37^ is displaced from these putative regulatory elements (Fig. 4f), along with a loss of *Irf2bp2* expression (Fig. 4c) and RNAPII occupancy of the locus (Fig. 4f). Collectively, these data indicate that during erythroid differentiation *Irf2bp2* expression is repressed in a GATA1-dependent manner. We speculate that, similar to events observed at the *Cbfa2t3* locus^34^, *Irf2bp2* regulation involves negative auto-regulation by ETO2/IRF2BP2.

### An IRF2BP2–ETO2 axis imposes transcriptional repression

We next tried to address the functional roles played by ETO2 and IRF2BP2 in erythroid cells. Short hairpin RNA (shRNA)-mediated knockdowns (KDs) of *Cbfa2t3* and *Irf2bp2* were performed in MEL cells, after which the expression of several ETO2-LDB1 target genes was measured. As shown in Fig. 5, depleting ETO2 (Fig. 5a) or IRF2BP2 (Fig. 5b) results in increased *Alas2*, *Epb4.2*, *Gypa* and *Slc22a4* expression levels, establishing the repressive roles of ETO2 and IRF2BP2 in regulating primed archetypical erythroid genes. This result also corroborates that ETO2 and IRF2BP2 form a functional erythroid co-repressor complex. In marked contrast, when performing the same experiments for LSD1 (encoded by the *Kdm1a* gene, Fig. 5c), which co-occupies the same genes (Supplementary Fig. 5a), either very minor changes (*Alas2*, *Gypa*, *Slc22a4*) or decreased expression (*Epb4.2*) is observed. This result, together with the data derived from the reporter assays (Fig. 2d) suggest that LSD1 does not mediate transcriptional repression by ETO2 and might even play an opposite role. 

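RNA of MEL cells was sequenced for KDs of *Cbfa2t3*, *Irf2bp2*, *Kdm1a* and *Gfi1b*. The libraries are 2 controls and 4 KD libraries for *Cbfa2t3* (2 with the hairpin sh2 and 2 with sh3), 2 controls and 2 KD libraries of sh1 for *Irf2bp2*, and 1 control and 2 KD libraries for *Kdm1a*, taken 72 h after transduction. For *Gfi1b*, silenced with siRNA, there are 2 controls and 2 KD libraries whose siRNA and time point the labels do not tell apart. Each KD has its own control libraries, and files of the same kind as for MEL differentiation, with raw counts per gene, were used. The *Cbfa2t3* controls held 50785618 and 56707826 counted reads and the KD libraries between 48974735 and 57684583. The *Irf2bp2* controls held 49152653 and 48920447 and the KD libraries 44519414 and 52919258. The *Kdm1a* control held 49316248 and the KD libraries 53645113 and 45840066. The *Gfi1b* libraries were smaller, with 14691510 and 9929311 reads in the controls and 18697566 and 11774738 in the libraries labelled KD replicates 1 and 2. The floor of 3 counts lay between 0.0519 and 0.0676 CPM in the shRNA libraries and between 0.160 and 0.302 CPM in the *Gfi1b* libraries. Normalization, filter and test were those of MEL differentiation, with sh2 and sh3 as 1 group, and 12537 genes were tested for *Cbfa2t3*, 12329 for *Irf2bp2* and 11190 for *Gfi1b*. With 1 control library the spread between controls of *Kdm1a* is not known, so no test was run here. A gene there was called changed when both KD libraries differed from the control by a log2 of 0.5 or more the same way, in TMM-normalized CPM with a prior count of 2. By this measure 2893 of 12628 genes changed, 1655 higher and 1238 lower. In 20 simulations of unchanged KD libraries the mean number was 218.8 and the largest 245. Their spread was taken from the 2 KD libraries alone and also given to the control. They hold no other deviation of the single control, so they do not give the number of false calls. The prior count of 0.5 gave 2950 genes, and each KD library alone 3601 and 3546.
The knocked-down RNAs themselves fell in the shRNA libraries. *Cbfa2t3* fell from 413.7 ± 19.0 CPM (SD, n = 2) to 178.5 ± 54.6 CPM (SD, n = 4), a log2 fold change of -1.21 (standard error 0.22, adjusted p = 0.00954 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sh2 libraries stood at 202.0 and 243.5 CPM and the sh3 libraries at 123.1 and 145.3 CPM. *Irf2bp2* went from 117.8 ± 2.61 to 93.6 ± 1.90 CPM (SD, n = 2 each), a log2 fold change of -0.33 (standard error 0.08, adjusted p = 0.00266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is short of the limit of 0.5. *Kdm1a* was at 151.6 CPM in the control and at 16.9 and 16.3 CPM in the KD libraries.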

To more comprehensively identify genes controlled by ETO2 and IRF2BP2, transcriptome analyses were carried out by RNA-Seq after ETO2 and IRF2BP2 depletion in MEL cells. Differentially expressed genes were also compared with the ones obtained after LSD1 depletion. Strikingly, we observe a high degree of correlation when comparing genes significantly misregulated after ETO2 or IRF2BP2 KD (Fig. 5d,e), showing that genes controlled by ETO2 are also regulated by IRF2BP2, both in a positive and negative manner. Conversely, comparison of genes misregulated in both the *Cbfa2t3* (ETO2) and *Kdm1a* (LSD1) KD shows an inverse trend, as genes repressed by ETO2 are activated by LSD1 and vice versa (Fig. 5d,f). In addition, the KD of another ETO2-interacting repressor *Gfi1b* (encoding GFI1B), which is known to interact with both ETO2 and LSD1, results in a very similar profile of differentially expressed genes when compared with the *Cbfa2t3* and *Irf2bp2* KD results (Fig. 5d). This suggests that ETO2, IRF2BP2 and GFI1B negatively regulate a set of common genes and form a repressive complex in erythroid progenitor cells. 

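Of the genes past both limits in each KD, 464 were common to *Cbfa2t3* and *Irf2bp2*. Across these genes the log2 fold changes correlated with Pearson's r of 0.882 and Spearman's rho of 0.858. Genes are not independent replicates, so no p-value is given. Of the 464 genes, 244 were raised in both KDs, 202 were lowered in both and 18 went opposite ways, so that 96.1% (Wilson 95% confidence interval 94.0 to 97.5%) had the same direction. Across all 12225 genes tested in both, the alternative that moved r most, it was 0.517, and 62.2% had the same sign. With each library left out in turn r stayed between 0.871 and 0.886. The genes for this were those chosen with all libraries, so the range does not cover the choice of genes. From this correlation, the paper concludes that genes controlled by ETO2 are also regulated by IRF2BP2, positively and negatively.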

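In the comparison with *Kdm1a*, 353 genes were past the limits in the *Cbfa2t3* KD and changed in both *Kdm1a* KD libraries. Across these genes Pearson's r of the log2 changes was -0.599 and Spearman's rho -0.552. Of these, 19.3% had the same sign in both. Of the genes raised in the *Cbfa2t3* KD, 121 were lower and 36 higher in the *Kdm1a* KD, and of the genes lowered in the *Cbfa2t3* KD, 164 were higher and 32 lower. Leaving out in turn each library other than the *Kdm1a* control, with the genes kept as chosen with all libraries, gave r between -0.609 and -0.585. The *Kdm1a* changes rest on a single control library, whose own deviation enters every gene's value. In *Irf2bp2* KD and *Kdm1a* KD, r was -0.333 across 874 genes changed in both, of which 37.8% had the same sign.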

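The genes most changed in the *Cbfa2t3* KD, with an adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more, numbered 277, of which 168 were raised and 109 lowered. Across the 260 of them tested in the *Irf2bp2* KD, r with the *Cbfa2t3* changes was 0.809 and 89.2% had the same sign. In the *Kdm1a* KD, r was -0.582 across 249 genes and 21.3% had the same sign. In the *Gfi1b* KD, r was 0.603 across 180 genes and 67.8% had the same sign. This value rests on 1 library. Without the library labelled *Gfi1b* KD replicate 1, r was -0.063 and 47.2% of the genes had the same sign, and without the library labelled replicate 2, r was 0.710 and the share 80.6%. Genes are not independent replicates.
In the *Gfi1b* KD, 0 genes passed an adjusted p of 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 784 had an unadjusted p of 0.05 or less. DESeq2 called 49 genes, of which 44 were raised, and edgeR without a filter on low counts 411. The authors' deposited table holds 46. *Gfi1b* itself was at 122.2 and 144.9 CPM in the controls, at 215.6 CPM in the library labelled *Gfi1b* KD replicate 1 and at 76.4 CPM in that labelled replicate 2. *Alas2* stood at 8.35 and 13.1 CPM in the controls, at 922.6 CPM in the library labelled *Gfi1b* KD replicate 1 and at 20.4 CPM in the other (log2 fold change of both against the controls 5.47, adjusted p = 0.690 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc4a1* had 0 counts in both controls, 32.6 CPM in the library labelled *Gfi1b* KD replicate 1 and 0.679 CPM in the other. From the profile of the KDs, the paper proposes that ETO2, IRF2BP2 and GFI1B repress a set of common genes.

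**Figure D4:**
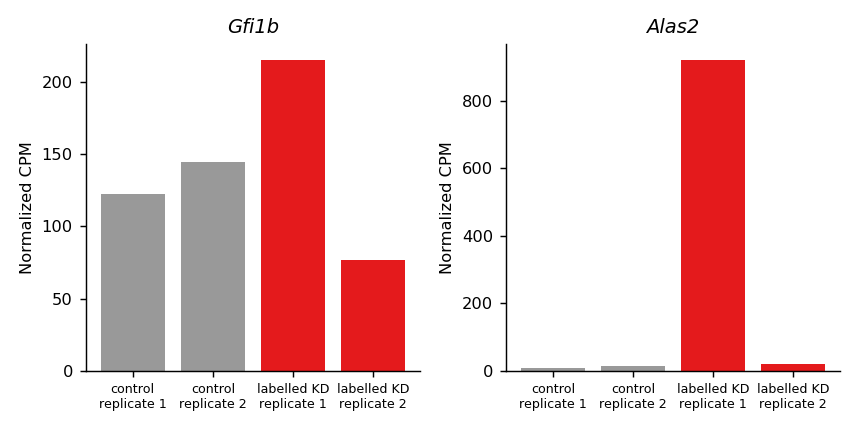
Normalized CPM (vertical axis) of *Gfi1b* and *Alas2* in the 2 control and the 2 KD libraries of *Gfi1b*. Each bar is 1 library, and the library labelled *Gfi1b* KD replicate 1 has the highest bar for both genes, at 215.6 and 922.6 CPM.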

Finally, we compared misregulated genes from the ETO2-, IRF2BP2- and LSD1-depletion experiments to the gene expression changes obtained after MEL cell differentiation (Fig. 5g). 

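The log2 fold changes of *Cbfa2t3* KD and of MEL differentiation correlated with r = 0.758 across the 413 genes past the limits in both, of which 90.6% had the same sign. For *Irf2bp2* KD, r was 0.767 across 1049 genes and 86.4% had the same sign. For *Kdm1a* KD, r was -0.224 across 834 genes and 42.3% had the same sign. Of the 334 genes raised in *Cbfa2t3* KD and tested in differentiation, 184 were induced in differentiation, 55.1% (Wilson 95% confidence interval 49.7 to 60.3%), and 31 reduced. Of the 330 lowered genes, 8 were induced and 190 reduced, 57.6% (52.2 to 62.8%). In *Irf2bp2* KD, 424 of 1167 raised genes were induced, 36.3% (33.6 to 39.1%), and 482 of 1459 lowered genes reduced, 33.0% (30.7 to 35.5%). Of 1309 genes higher in *Kdm1a* KD, 168 were induced, 12.8% (11.1 to 14.8%), and 296 reduced, 22.6% (20.4 to 25.0%). Of 1116 lower genes, 185 were induced and 185 reduced, 16.6% each. Among all 11713 genes tested in differentiation, 12.4% were induced and 14.8% reduced.
In *Cbfa2t3* KD, *Alas2* rose from 69.1 ± 0.770 CPM (SD, n = 2) to 295.8 ± 75.7 CPM (SD, n = 4), a log2 fold change of 2.10 (standard error 0.22, adjusted p = 0.000685 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Epb4.2* rose by 2.34, *Slc22a4* by 1.33 and *Slc4a1* by 3.93 on the log2 scale, with a largest adjusted p of 0.00271 for *Slc22a4* (standard error 0.19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Irf2bp2* KD, *Alas2* rose from 75.5 ± 9.24 to 733.6 ± 52.4 CPM (SD, n = 2 each), a log2 fold change of 3.28 (standard error 0.11, adjusted p = 1.61e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There *Epb4.2* rose by 2.88, *Slc22a4* by 1.61 and *Slc4a1* by 5.13 on the log2 scale, and the largest adjusted p was 4.1e-08 for *Slc22a4*, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All KD libraries lay above all of their controls for these genes. In the *Kdm1a* KD libraries the mean log2 change from the control was -3.34 for *Epb4.2*, -2.90 for *Slc4a1*, -0.95 for *Slc22a4* and 0.07 for *Alas2*, and -1.27 for *Hbb-b2*.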

The emerging correlations confirm the results presented in Fig. 5a–c: genes derepressed upon ETO2/IRF2BP2 depletion are upregulated during erythroid differentiation (including many of the primed terminal erythroid differentiation genes, Fig. 5g), while the opposite trend emerges for LSD1.

We next conducted rescue experiments in which wild-type *Cbfa2t3*/*Irf2bp2* or loss-of-interaction mutant complementary DNAs (cDNAs) were transfected into ETO2/IRF2BP2-depleted MEL cells (Fig. 5h). While the introduction of wild-type cDNA restores erythroid gene repression (Fig. 5h, orange bars), mutant cDNAs encoding ETO2/IRF2BP2 proteins no longer able to interact with each other (see Fig. 2) cannot or only partially induce transcriptional repression (Fig. 5h, grey bars). These experiments confirm that in erythroid progenitors ETO2 and IRF2BP2 function as transcriptional repressors in a highly cooperative manner. Moreover, IRF2BP2 ChIP experiments in an ETO2-deficient MEL cell line (generated using CRISPR/Cas9 technology^38^, see the Methods section) reveal a loss of chromatin binding in the absence of ETO2 (Fig. 5i). The reciprocal experiment—ETO2 ChIPs in an IRF2BP2^−/−^ MEL cell line—shows that ETO2 binding to the genome does not strictly rely on IRF2BP2 (Fig. 5i). Of note, the core LDB1 complex remains bound at the examined regulatory sites in the absence of ETO2 or IRF2BP2—ruling out the possibility of a global disruption of LDB1-complex recruitment in these cells (Supplementary Fig. 5b).

### IRF2BP2 and ETO2 repress essential erythroid pathways

To obtain functional insight into the genes affected in the *Cbfa2t3* and *Irf2bp2* KD experiments, we applied Ingenuity Pathway Analysis on the misregulated genes to link the transcriptional regulatory activities of ETO2 and IRF2BP2 to biological functions. In MEL cells, 2,625 genes are found differentially expressed upon IRF2BP2 depletion, and 724 upon ETO2 depletion. 

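The test called 720 of 12537 genes changed in *Cbfa2t3* KD, 375 raised and 345 lowered, and 2778 of 12329 genes in *Irf2bp2* KD, 1243 raised and 1535 lowered. The alternative that moved these counts most was to drop the limit on the fold change, which gave 1423 and 5810 genes. By the limits used here, the authors' deposited table holds 598 genes for *Cbfa2t3* KD, of which 577 are among the 720, and 2335 for *Irf2bp2* KD, of which 2334 are among the 2778. Among genes with every KD library above every control, the largest rises in *Cbfa2t3* KD by the fitted fold change were those of *Slc4a1* and *Aqp8*, with a log2 fold change of 3.84 for *Aqp8*, and of *1700109G15Rik*, *Apol7c* and *Enpp3*, whose controls are at the floor and which rose at least 6.06-fold, 5.38-fold and 5.27-fold. The largest falls were those of *Cd53* (log2 fold change -3.59), *Krt75* (-3.33), *Vim* (-3.07), *Fbp2* (-3.01) and *Slco1a5* (-2.66). The calls of *1700109G15Rik* and *Slco1a5*, and of *Gm8989* and *Enah* in *Irf2bp2* KD, did not hold under every alternative with a test. In *Irf2bp2* KD the largest rises by the fitted fold change were those of *Slc4a1*, *Adam33* (4.77), *Cacna1g* (4.13), *Hba-x* (4.11) and *Aldh3b2*, whose controls are at the floor and which rose at least 7.60-fold. The largest falls by the same measure were those of *Vim* (-3.81), of *Etv4*, *Gm8979* and *Gm8989*, which have KD libraries at the floor and were at least 14.1-fold, 5.46-fold and 4.33-fold lower, and of *Enah*. The fitted value of *Enah*, -7.44, rests on 1 control library (control mean 14.9 ± 20.7 CPM, SD, n = 2) and was -0.28 under the fold-change prior of DESeq2. *Vim* fell from 212.9 to 25.3 CPM in *Cbfa2t3* KD (adjusted p = 0.000124) and from 190.9 to 13.7 CPM in *Irf2bp2* KD (adjusted p = 1.61e-12), with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.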

Combining these data sets, 58% of the ETO2 misregulated genes (420) are also found affected in the IRF2BP2 data set (Fig. 6a). 

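The 464 genes changed in both KDs are 64.4% of the 720 genes changed in *Cbfa2t3* KD (Wilson 95% confidence interval 60.9 to 67.9%). Among the 12225 genes tested in both KDs, chance would give 158.0 common genes (odds ratio 7.86, p = 3.94e-144, one-sided Fisher's exact test, in which genes count as independent).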

Approximately 55% of the commonly misregulated genes are found upregulated and therefore appear to be repressed by ETO2/IRF2BP2. These 234 genes are highly enriched for erythroid functions (Fig. 6b).

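Of the 464 common genes, the 244 raised in both make 52.6% (Wilson 95% confidence interval 48.0 to 57.1%). Among all genes changed, 52.1% were raised in *Cbfa2t3* KD and 44.7% in *Irf2bp2* KD.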

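The erythroid lists that Fig. 6c shows were used as a measure of erythroid function, since pathway terms were not analysed here. The study chose these lists and shows them with the same KD and binding data, so tests of them are not independent evidence. Among the 244 genes raised in both KDs were 10 of the 14 genes of haem biosynthesis, where 0.279 would be drawn by chance from the 12225 genes tested in both (odds ratio 128, adjusted p = 2.34e-14, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 2 lists and their union). Of the 35 tested membrane genes, 13 were among them against 0.699 by chance (odds ratio 30.6, adjusted p = 1.74e-13, same test).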

In fact, 71% of the genes coding for the major components of the haem biosynthesis pathway are bound (as determined by GREAT analysis, see Methods) by ETO2 and IRF2BP2 (Fig. 6c; left graph). Furthermore, over 77% of the erythrocyte-specific membrane structural components and ion transporters are also targeted by the ETO2/IRF2BP2 complex (Fig. 6c; right graph). 

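With each site assigned to the single nearest gene within 1 Mb, 8 of the 14 haem biosynthesis genes had sites of both factors, 57.1% (Wilson 95% confidence interval 32.6 to 78.6%). A shared site was nearest to *Cpox*, *Alad*, *Alas2*, *Ppox*, *Steap3* and *Abcb10*, while *Abcg2* had an ETO2-only and an IRF2BP2-only site. *Urod*, *Uros* and *Slc11a2* had an IRF2BP2-only site. No site was nearest to *Slc25a37*. Among all 11347 genes tested in both KDs with a position, 1909 had sites of both factors, 16.8% (16.2 to 17.5%). The haem genes exceeded this share (odds ratio 6.62, p = 0.000727, two-sided Fisher's exact test).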

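Of the 36 genes of erythrocyte membrane proteins and transporters, 27 had sites of both factors, 75% (Wilson 95% confidence interval 58.9 to 86.3%), and 26 of these had a shared site. ETO2 sites were nearest to 29 of the genes and IRF2BP2 sites to 32. Of the 35 genes tested in the KDs, 26 had sites of both factors, more than among all tested genes (odds ratio 14.5, p = 9.54e-14, two-sided Fisher's exact test). Both lists gave the same genes when sites were assigned within 100 kb.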

In correspondence with this binding pattern, almost all of the above mentioned erythroid genes are misregulated upon ETO2 and/or IRF2BP2 depletion (100% of the haem biosynthesis genes and 78% of the erythrocyte membrane proteins are affected in at least one KD, see Fig. 6c), with a strong preference for derepression. 

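Of the 14 haem biosynthesis genes, 13 were changed in at least 1 of the KDs, 92.9% (Wilson 95% confidence interval 68.5 to 98.7%), and 0 of them were lowered. The exception is *Steap3*, with a log2 fold change of 0.19 (adjusted p = 0.35) in *Cbfa2t3* KD and of 0.44 (adjusted p = 0.000512) in *Irf2bp2* KD, both with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cbfa2t3* KD changed 10 and *Irf2bp2* KD 13 of the genes, and the counts adjusted over the list alone were the same, 10 and 13. Of the 36 membrane genes 24 were changed in at least 1 KD, 66.7% (50.3 to 79.8%). *Aqp3*, with at most 6 counts in a library, was too low to be tested. In *Cbfa2t3* KD 16 were raised and 2 lowered and in *Irf2bp2* KD 17 raised and 3 lowered, with the same totals of 18 and 20 adjusted over the list alone. Since the study chose the lists, the counts over the list alone and the tests of the lists as sets are not independent evidence. The lowered genes, named after their values were seen, were *Slc2a3* and *Abca1* in *Cbfa2t3* KD and *Add3*, *Abcc1* and *Slc2a1* in *Irf2bp2* KD. The median log2 fold changes were 0.91 and 1.39 for the haem genes and 0.37 and 0.50 for the membrane genes, in *Cbfa2t3* and *Irf2bp2* KD. As sets, both lists were raised in both KDs by limma's camera test with a preset correlation of 0.01 (haem genes adjusted p = 1.16e-21 and 7.55e-33, membrane genes 3.02e-12 and 2.99e-13, Benjamini-Hochberg adjustment over 16 tests). All of these calls hold under fry (adjusted p = 0.0217 and 0.0116 for the haem genes, 0.0133 and 0.0116 for the membrane genes).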

In agreement with their co-occupancy by both proteins, many genes are upregulated after either *Cbfa2t3* or *Irf2bp2* KD (71% of haem biosynthesis genes and 36% of erythrocyte membrane protein genes, see Fig. 6c). In addition, α- and β-globin gene activation was observed in both KD experiments (Irf2bp2 KD—*Hba-a1/2*: 8.2-fold up, *Hbb-b1/2*: 4.0-fold up; *Cbfa2t3* KD—*Hba-a1/2*: 3.9-fold up, *Hbb-b1/2*: 1.7-fold up). 

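Raised in both KDs were 10 of the 14 haem genes, 71.4% (Wilson 95% confidence interval 45.4 to 88.3%), and 13 of the 36 membrane genes, 36.1% (22.5 to 52.4%). *Urod*, *Tfrc* and *Slc11a2*, named after their values were seen, were raised in *Irf2bp2* KD only. In *Cbfa2t3* KD their log2 fold changes were 0.41, 0.38 and 0.35. Raised in at least 1 KD were 20 of the membrane genes.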

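*Hbb-b2*, counted together with *Hbb-bt*, rose in *Irf2bp2* KD from 1139 ± 421.9 to 4455 ± 310.1 CPM (SD, n = 2 each), a 3.91-fold rise (log2 fold change 1.97, adjusted p = 9.62e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Cbfa2t3* KD it rose from 1086 ± 6.85 CPM (SD, n = 2) to 1878 ± 347.4 CPM (SD, n = 4), a 1.73-fold rise (log2 fold change 0.79, adjusted p = 0.0120, same test of edgeR). *Hba-a1* had few counts. In *Irf2bp2* KD it had 1 and 4 counts in the controls and 22 and 66 in the KD libraries, a fitted 17.1-fold rise (log2 fold change 4.1, standard error 0.65, adjusted p = 7.15e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Cbfa2t3* KD it had 4 and 7 counts in the controls and between 3 and 22 in the KD libraries, a fitted 2.46-fold rise that did not pass the test (log2 fold change 1.30, standard error 0.66, adjusted p = 0.256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 11 alternatives with a test, 10 left this call of *Hba-a1* in *Cbfa2t3* KD the same, so it did not hold under all of them. *Hbb-b1* was at the floor in both tables and *Hba-a2* is not listed, so the *Hba-a1* row is no measure of all α-globin RNA.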

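Of the 2618 genes changed in *Irf2bp2* KD that have a position, 1269 were the nearest gene to an IRF2BP2 site within 1 Mb, 48.5% (Wilson 95% confidence interval 46.6 to 50.4%). Among the 8822 genes that were tested and not changed the share was 39.6% (38.5 to 40.6%; odds ratio 1.44, adjusted p = 1.4e-15, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 22 tests). Of the 687 genes changed in *Cbfa2t3* KD, 334 were bound by ETO2, 48.6% (44.9 to 52.4%), against 18.4% (17.7 to 19.1%) of 10875 genes not changed (odds ratio 4.2, adjusted p = 8.44e-66, same Fisher's exact test). By direction, ETO2 bound 63.9% of the raised and 31.8% of the lowered genes of *Cbfa2t3* KD, and IRF2BP2 51.2% of the raised and 46.3% of the lowered genes of *Irf2bp2* KD. Of the alternatives, an absolute log2 fold change of 1 moved the share of *Irf2bp2* KD most, to 52.0%, and assignment within 100 kb that of *Cbfa2t3* KD, to 47.0%. A symbol with a position in the annotation was found for 92.2% of the genes tested in *Cbfa2t3* KD and 92.8% of those in *Irf2bp2* KD.

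**Figure D5:**
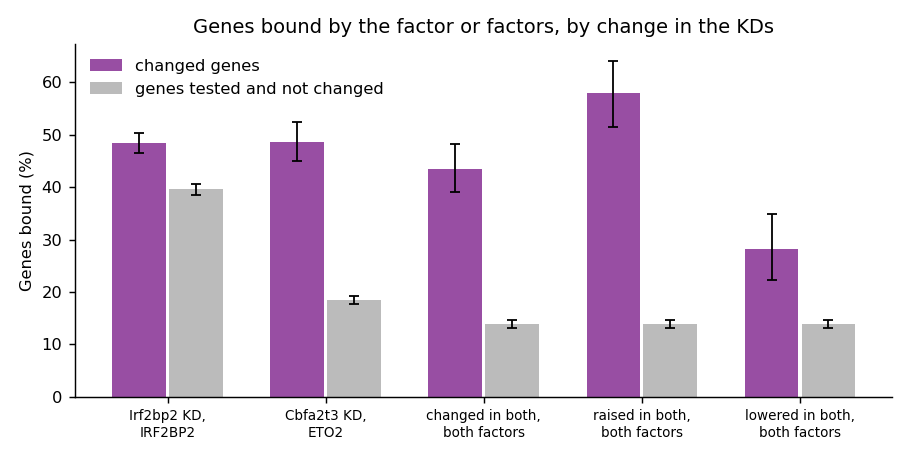
Percent of genes with a binding site assigned to them (vertical axis), for genes changed in a KD and for genes tested and not changed. Error bars are Wilson 95% confidence intervals, and the pair for ETO2 stands at 48.6% and 18.4%.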

In general, 30–40% of the genes misregulated upon either *Cbfa2t3* or *Irf2bp2* KD are also bound by the corresponding factor (Fig. 6d), despite the inevitable presence of indirectly affected genes within our sets of putative targets. Strikingly, 70% of the genes bound and regulated by both ETO2 and IRF2BP2 in erythroid progenitors are found to be repressed, and these genes again exhibit a significant enrichment for erythroid functions (Fig. 6d). Together, these observations strongly indicate that the ETO2/IRF2BP2 complex controls the expression of key genes critical for erythroid cell identity and function.

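Of the 446 genes changed in both KDs that have a position, 194 had sites of both factors, 43.5% (Wilson 95% confidence interval 39.0 to 48.1%), against 13.9% (13.2 to 14.7%) of 8531 genes changed in neither (odds ratio 4.77, adjusted p = 4.91e-48, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 22 tests). Of these 194 genes, 135 were raised in both KDs, 69.6% (62.8 to 75.6%). Of the 252 genes changed in both KDs but not bound by both factors, 98 were raised in both, 38.9% (33.1 to 45.0%; odds ratio 3.60, adjusted p = 1.55e-10, same Fisher's exact test). At an absolute log2 fold change of 1 or more the share of raised genes among those bound was 79.2%. From the binding and the derepression, the paper proposes that the ETO2/IRF2BP2 complex controls key genes of erythroid identity and function.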

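The 202 genes lowered in both KDs include 195 with a position. Of these, 55 had sites of both factors, 28.2% (Wilson 95% confidence interval 22.4 to 34.9%), more than among the genes changed in neither KD (odds ratio 2.43, adjusted p = 4.45e-07, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 22 tests). Of the genes raised in both KDs, 57.9% (51.5 to 64.1%) had sites of both factors.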

ETO2 and IRF2BP2 also modulate a set of 186 genes that are downregulated upon factor depletion (Fig. 6b), of which 28% were also co-occupied. This suggests that ETO2/IRF2BP2-containing complexes can also function in gene activation. Over-represented among these are genes known to play a role in blood cell activation, proliferation and cell death (Fig. 6b). Such pathways are known to be suppressed upon erythroid differentiation and might (in part) be activated by ETO2/IRF2BP2 in progenitor cells^39^. Surprisingly, a large fraction of the over-represented processes are related to leukocyte and lymphocyte biology (Fig. 6b).

### IRF2BP2 interacts with NCOR co-repressor proteins

Although our data strongly suggest a repressor function for IRF2BP2 in erythroid gene regulation, how IRF2BP2 achieves gene repression is still unclear. We therefore purified endogenous IRF2BP2-containing protein complexes from MEL cells and identified the interacting proteins by IP-MS. As shown in Fig. 7, we retrieve known interacting proteins such as the other IRF2BP family members^23^ and several LDB1-complex members. In addition, IRF2BP2 also interacts with proteins involved in the cell cycle and transcriptional regulation (Fig. 7b). Among the latter group are several protein complexes known to mediate transcriptional repression. Prominent among these is the nuclear receptor co-repressor/silencing mediator for retinoid and thyroid receptors (NCOR/SMRT) co-repressor complex. Key components of this complex are the NCOR1 and 2 proteins (the latter is also known as SMRT), and their repressive actions have been well documented^40^. Intriguingly, *Ncor1*^−/−^ mice die *in utero* due to abnormal erythropoiesis^41^. To test whether NCOR proteins are indeed recruited to the regulatory elements of ETO2/IRF2BP2 target genes in erythroid progenitors, we performed NCOR1 ChIP-Seq in MEL cells. This reveals a significant overlap between NCOR1- and ETO2/IRF2BP2-binding sites (1,164 sites, Fig. 7c,d). In accordance with a possible cooperative relationship between these proteins, we find that these co-occupied sites include >64% of the primed erythroid-specific genes involved in haem biosynthesis and red cell membrane function (Fig. 7c,d). Furthermore, the ETO2–IRF2BP2–NCOR1 triad occupies key regulatory elements within the α- and β-globin loci (Supplementary Fig. 5c).

We next sought to perturb NCOR1 activity to assess its contribution to ETO2/IRF2BP2 target gene repression in erythroid progenitors. Multiple attempts at depleting NCOR1 levels in MEL cells using RNA interference (RNAi) (via both lentiviral shRNA delivery and short interfering RNA (siRNA) transfections) failed to provide consistent effects on erythroid gene expression between individual shRNAs/siRNAs (*n*=3–4 for each, Supplementary Fig. 6). We believe that the numerous *Ncor1* isoforms expressed in MEL cells (as assessed by RNA-Seq, Supplementary Fig. 6) could contribute to the inconsistent effects seen with the different RNAi constructs, as alternative splicing has been reported to generate many functionally distinct NCOR1 isoforms^40^,^42^. In an attempt to inhibit NCOR1 protein function in a different manner, we decided to target the histone deacetylase 3 (HDAC3) that mediates the repressive actions of NCOR1 (reviewed in ref. 40). Apicidin is a small-molecule HDAC inhibitor reported to have specificity for HDAC3 (ref. 43), and we therefore treated MEL cells with 100 nM apicidin and measured erythroid gene expression after 24 h. Robust derepression of ETO2/IRF2BP2 target gene expression is observed after treatment (Supplementary Fig. 6), strengthening the hypothesis that NCOR1, through HDAC3, represses ETO2/IRF2BP2 target gene expression in erythroid progenitors. In addition, we observe a positive change in the ratio of LDB1/NCOR1 binding to the regulatory sequences of primed erythroid genes in differentiating MEL cells (Supplementary Fig. 6). This indicates that terminal erythroid differentiation is associated with a decreasing relative abundance of repressors such as NCOR1 as compared with activators (for example, LDB1) bound at late erythroid genes, as previously observed for ETO2 (ref. 5). Finally, an examination of published ChIP-Seq data^20^ shows that histone acetylation levels on known NCOR1/HDAC3 target residues^44^,^45^ at ETO2/IRF2BP2/NCOR1-bound erythroid genes frequently increases during erythroid differentiation (Supplementary Fig. 6), concomitant with diminished ETO2 (refs 3, 4) and IRF2BP2 (Fig. 4) expression. Together, these data indeed suggest that IRF2BP2-mediated gene repression involves the NCOR1 co-repressor complex.

### IRF2BP2-deficient mice show abnormal FL erythropoiesis

Next, we interrogated IRF2BP2 function *in vivo*. For this purpose, we used an IRF2BP2-deficient mouse model generated by a genetrap strategy (Fig. 7e). The genetrap vector (containing a strong splice acceptor) was retrovirally inserted in the *Irf2bp2* intron and results in a complete disruption of full-length messenger RNA (mRNA) production (Fig. 7e–g). Animals homozygous for the *Irf2bp2* genetrap allele (hereafter referred to as *Irf2bp2*^trp/trp^ mice) are rarely obtained and did not survive past 4 weeks of age, displaying severe growth retardation. In fact, although *Irf2bp2*^trp/trp^ embryos appear to develop normally up to E18.5 and are obtained at the expected Mendelian ratio, live births are very rare (<5% of the expected number). This indicates that *Irf2bp2*^trp/trp^ mice die either late during gestation or immediately after birth. Given that *Irf2bp2* expression is particularly high in the developing mouse lungs, skeletal muscle and heart at E17.5 (ref. 27), defects in these tissues might underlie the observed lethality. To determine whether definitive erythropoiesis is affected in these mice, we collected E13.5 FL tissue from litters obtained after crossing *Irf2bp2*^trp/wt^ mice. At this stage of murine embryonic development, the FL is the main site of definitive haematopoiesis and consists mainly of developing erythrocytes^1^. *Irf2bp2*^trp/trp^ FLs show reduced total cellularity (Fig. 7h). When stained with antibodies against the developmental CD71 and Ter119 surface markers, erythropoiesis in *Irf2bp2*^trp/trp^ FLs shows several defects (Fig. 7i). We observe a marked reduction in the double-negative immature progenitor compartment, while cells belonging to the more mature erythroblast stages (the CD71^+^ Ter119^−^ and double-positive stages) are more abundant in *Irf2bp2*^trp/trp^ FLs. Furthermore, the relative number of mature Ter119^+^CD71^−^ erythrocytes is significantly reduced in the absence of IRF2BP2. These data indicate that IRF2BP2 is important for effective FL erythropoiesis, as the output of mature erythrocytes is impaired in the absence of a functional *Irf2bp2* allele.

We further characterized terminal differentiation in *Irf2bp2*^trp/trp^ FLs by separating the Ter119^+^ population based on its forward scatter (FSC) profile^46^ (Fig. 7j). As erythroid differentiation is paralleled by a reduction in cell size, this analysis visualizes a terminal differentiation gradient ranging from large and nucleated cells (high FSC) to small, enucleated cells (low FSC). Early enucleating cells (medium FSC) are more abundantly present in IRF2BP2-deficient FLs, while the percentage of small and enucleated erythrocytes is reduced (Fig. 7j).

FL erythropoiesis at earlier developmental time points (E11.5 and E12.5) also shows altered proportions of the different developing erythroid populations in *Irf2bp2*^trp/trp^ embryos—in particular, within the mature Ter119^+^ compartment (Supplementary Fig. 7). Defects observed at E12.5 are similar in nature to the E13.5 phenotype, while at E11.5 erythropoiesis seems less severely affected: *Irf2bp2*^trp/trp^ FLs exhibit a modest decrease in pro-erythroblast abundance and an increased presence of small terminally differentiated red cells. Moreover, gene expression analysis of selected ETO2/IRF2BP2 target genes (as identified in MEL cells) in sorted FL erythroid populations reveals an upregulation of these late erythroid markers in *Irf2bp2*^trp/trp^ red cell precursors, as well as a downregulation of *Myb* expression—a marker for early erythroid progenitors (Supplementary Figs 8 and 9). Derepression of primed late erythroid genes is most striking at E11.5 and diminished at E13.5. Intriguingly, we observe a significant upregulation of the related *Irf2bpl* gene in *Irf2bp2*^trp/trp^ early erythroid precursors (Supplementary Figs 8 and 9). This phenomenon was most prominent at E13.5 and could indicate the existence of a compensatory mechanism involving IRF2BPL.

Combined, these observations point at disturbed erythroid differentiation kinetics and transcriptional regulation in the absence of IRF2BP2, confirming the notion that IRF2BP2 is important for effective erythropoiesis *in vivo*.

## Discussion

Developmental processes are coordinated by spatio-temporal changes in gene expression laid down by the combinatorial actions of TFs and the cofactors they recruit. Exactly how TFs in large multimeric complexes cooperate to create a regulatory environment that allows for rapid modulation of gene expression programmes is under intense investigation. Here we address the observation of a master haematopoietic TF complex, containing key factors required for the activation of a tissue-specific gene expression programme, that binds its target genes but maintains them in a developmental stage-specific primed state. Previous studies have shown that the activating LDB1 TF complex is already recruited to genes of the late erythroid-specific transcriptome in erythroid progenitors, before their full activation^3^,^4^,^5^,^6^,^7^. We have further confirmed and characterized the transcriptional and epigenetic status of these primed erythroid genes, revealing that they reside in active chromatin and are not controlled through an RNAPII pause–release mechanism^19^. One particular complex member, the ETO2 co-repressor, was found to mediate priming by repressing LDB1-complex target gene expression^3^,^4^,^5^,^7^. ETO2-mediated repression remains poorly understood, although the GFI1B TF, HDACs and the SIN3 transcription regulator family member A (Sin3A) repressor protein have been implicated (either directly or via their interaction with TAL1)^3^,^30^,^47^. We set out to further investigate the molecular mechanisms used by ETO2 to suppress terminal erythroid gene expression in progenitor cells.

A proteomics approach was first used to catalogue ETO2-interacting proteins in MEL erythroid progenitors (Fig. 1), identifying several repressor candidates known to bind ETO2 or other LDB1-complex members (for example, GFI1B^3^ and LSD1 (ref. 22)). Interestingly, we also detect the IRF2BP2 co-repressor in our interaction screen. Follow-up experiments firmly establish a cooperative role for ETO2 and IRF2BP2 in maintaining the late erythroid transcriptional programme in a primed state in undifferentiated progenitors: (1) IRF2BP2 strongly enhances ETO2-mediated repression *in vitro*, which is fully dependent on the ETO2–IRF2BP2 interaction (Fig. 2); (2) ETO2 and IRF2BP2 chromatin occupancy shows extensive genome-wide co-localization at genes involved in red blood cell development and function (Fig. 3); (3) similar to *Cbfa2t3* (ETO2), *Irf2bp2* expression is reduced upon erythroid differentiation, concomitant with the upregulation of its erythroid target genes (Fig. 4); (4) depletion of ETO2 or IRF2BP2 leads to overlapping effects on gene expression, in particular the strong derepression of the late erythroid-specific transcriptome (Fig. 5); (5) ETO2/IRF2BP2 mutant proteins unable to interact with each other show impaired induction of erythroid gene repression (Fig. 5); (6) ETO2 and IRF2BP2 bind the regulatory regions of >70% of the critical haem biosynthesis and erythrocyte membrane genes, the majority of which are repressed by both factors (Fig. 6).

Our biochemical analyses of IRF2BP2 protein complexes in MEL cells reveal the presence of NCOR/SMRT co-repressor complex members (Fig. 7b). In accordance, a key component of this complex, NCOR1, shows extensive genomic co-occupancy with IRF2BP2 and the ETO2/LDB1 complex in erythroid progenitors (Fig. 7d). Among these co-occupied sites, we find the vast majority of ETO2/IRF2BP2-repressed erythroid genes. Inhibition of NCOR1 complex activity by the apicidin inhibitor results in the upregulation of genes repressed by ETO2 and IRF2BP2 (Supplementary Fig. 6). On the basis of these data, we propose that IRF2BP2 confers repression upon ETO2/LDB1-complex target genes in part via its interaction with the NCOR/SMRT co-repressor complex. In accordance with our hypothesis, NCOR1-deficient mice showed abnormal FL erythropoiesis and developed severe anaemia during mid-gestation^41^.

We have also investigated the role of other ETO2-interacting putative repressor proteins. Although we could not detect Sin3A in our ETO2 IPs from erythroid cell lines, we did find the GFI1B TF and the LSD1 lysine demethylase, both of which have been implicated in the repression of LDB1-complex target genes^3^,^22^,^48^. Both proteins colocalize with the ETO2-containing LDB1 complex on the erythroid progenitor genome (Supplementary Fig. 5). In discordance with the findings of Hu *et al*.^22^, we find no evidence for LSD1-mediated repression of the erythroid-specific *Epb4.2* gene (Fig. 5). In fact, we observe the opposite effect of LSD1 depletion on the late red cell transcriptome when compared with the *Cbfa2t3*/*Irf2bp2* KDs (Fig. 5), similar to the loss of erythroid marker expression and differentiation upon LSD1 KD reported by Saleque *et al*.^49^. We conclude that LSD1, as part of the LDB1 complex, in general fulfills an activating role in erythroid differentiation (that is, possibly through controlling H3K4 methylation status^50^). In contrast, GFI1B, a DNA-binding repressor previously found to be required for terminal erythroid differentiation^51^, appears to repress LDB1-complex target genes in a similar manner as ETO2/IRF2BP2 (Fig. 5d). As was reported for ETO2, interactions between GFI1B and the activating LDB1-complex member TAL1 were strongly diminished upon terminal erythroid differentiation^3^. Cooperation of GFI1B with ETO2 and IRF2BP2 seems a plausible scenario warranting further investigation.

Intriguingly, IRF2BP2 binds many genomic regions independent of ETO2 and the LDB1 complex (Fig. 3). IRF2BP2-only sites are generally located closer to TSSs and therefore appear more frequently involved in short-range or promoter-based gene regulation as compared with LDB1-complex-associated IRF2BP2 sites (Supplementary Fig. 4). Furthermore, IRF2BP2 depletion affected the expression of numerous genes in an ETO2-independent fashion (Fig. 6). These observations suggest that IRF2BP2 plays additional roles in erythroid progenitors, independent of ETO2 and the LDB1 complex. In such cases, targeting of IRF2BP2 to the DNA could be mediated by ETS, TCF and EGR/SP family TFs, as binding motifs for these factors are strongly enriched at sites only bound by IRF2BP2 (Fig. 3c,d). 

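An IRF pattern, GAAA followed after any 2 bases by another GAAA, was present within 100 bp of the centre of 274 of the 8739 IRF2BP2-only sites, 3.14% (Wilson 95% confidence interval 2.79 to 3.52%), and in 2.70% of their flanks (ratio 1.16, adjusted p = 0.0542, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 30 tests). At ETO2-only and shared sites it was less frequent than in the flanks, at 1.65% against 3.24% and 1.25% against 3.08%.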

Surprisingly, we did not detect a significant enrichment of IRF-binding motifs at these regions, nor did we find IRF TFs interacting with IRF2BP2 in our MS experiments. IRF2BP2 was originally identified as an IRF2-interacting factor in a yeast two-hybrid screen^23^. 

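In the RPKM values that the authors derived from their counts, *Irf2* was at 12.2 ± 0.474 RPKM in non-induced MEL cells and at 21.9 ± 2.26 RPKM after induction (SD, n = 2 each). In the control libraries of the KDs it was at 13.2 ± 0.856 RPKM for *Cbfa2t3*, 12.9 ± 0.629 RPKM for *Irf2bp2* and 17.3 ± 0.827 RPKM for *Gfi1b* (SD, n = 2 each), and at 10.9 RPKM in the single *Kdm1a* control. Primary erythroid cells and K562 cells were not analysed here.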

An IRF2–IRF2BP2 complex was recently detected in the K562 human erythroleukaemia cell line^52^, and IRF2 is expressed in MEL and primary murine erythroid progenitor cells (>5.0 RPKM as measured by RNA-Seq). Whether this discrepancy reflects a species–specific difference or differences in experimental systems is unclear. Nevertheless, our combined analysis of IRF2BP2-binding sites and protein partners does provide preliminary insight into the ETO2/LDB1-independent functions of IRF2BP2. Genes bound only by IRF2BP2 are significantly enriched for functions related to proliferation and apoptosis (Fig. 3b), and the cell-cycle regulator cyclin-dependent kinase 11B interacts with IRF2BP2 (Fig. 7b). Interestingly, several studies have implicated IRF2BP2 in the regulation of cell survival^25^,^26^,^53^.

In agreement with our experiments in MEL cells, IRF2BP2 also appears to be important for erythropoiesis and erythroid gene regulation *in vivo*. Perinatal lethality of IRF2BP2-deficient mice precluded the analysis of adult erythropoiesis in our *Irf2bp2* genetrap model. However, analysis of mid-gestation-definitive FL erythropoiesis in these mice shows that IRF2BP2 is required for an effective output of terminal erythroid differentiation (Fig. 7i,j; Supplementary Fig. 7b). The exact nature of this defect remains to be determined, but our experiments indicate the presence of a partial differentiation block at the erythroblast stage, before enucleation (Fig. 7i,j). Alternatively, the observed erythroblast expansion could be a consequence of accelerated progenitor differentiation or represent a compensatory mechanism, which could also explain the partially exhausted progenitor compartment observed at E13.5 (Fig. 7i) and the premature silencing of the immature *Myb* marker^54^ (Supplementary Figs 8 and 9). Gene expression analyses on purified erythroid progenitor populations from wild-type and *Irf2bp2*^*trp/trp*^ embryos reveal a premature upregulation of late erythroid markers in IRF2BP2-deficient progenitors that is significantly more pronounced at E11.5 as compared with E13.5 (Supplementary Figs 8 and 9). Intriguingly, we observe a strong upregulation of *Irf2bpl* in *Irf2bp2*^*trp/trp*^ progenitors and a delayed extinction of *Irf2bpl* expression during *in vivo* erythroid maturation—in particular at E13.5 (Supplementary Figs 8 and 9). As IRF2BP2 and IRF2BPL reside in the same protein complexes (Fig. 7b), we hypothesize that elevated IRF2BPL levels might compensate for a loss of IRF2BP2 *in vivo*. Future investigations will reveal whether the other IRF2BP family members indeed play a role in erythropoiesis and in the regulation of primed erythroid gene expression. While this paper was under review, IRF2BP2 was shown to be important for macrophage-mediated inflammation^55^, suggesting that IRF2BP2 may have a multifaceted role in blood cell development and function.

In summary, we show that the control of developmentally primed erythroid genes depends on the cooperative actions of ETO2 and its novel binding partner IRF2BP2. Repression by the ETO2–IRF2BP2 axis is lost during erythroid differentiation, resulting in the full activation of the late erythroid-specific transcriptome by the LDB1 complex. These results provide new insight into the control of lineage-specific transcriptional programmes, as they suggest that an intricate balance between the activating and repressive components of a TF complex underlies the implementation of lineage-specific gene expression. Furthermore, using an IRF2BP2-deficient mouse model, we confirm the relevance of a functional *Irf2bp2* allele for effective erythropoiesis *in vivo*.

## Methods

### Cell culture and Irf2bp2 genetrap animals

MEL (C88 clone^56^) and HEK 293T (ATCC) cells were maintained in DMEM containing 10% FCS and penicillin/streptomycin. ETO2-V5-Bio MEL cells expressing BirA were generated and maintained as described previously^5^,^21^. Apicidin (Calbiochem, 178276) was reconstituted in dimethylsulphoxide to obtain a 10mM stock. MEL cells were treated by adding Apicidin directly to the medium to a final concentration of 100 nM. *Irf2bp2*^trp/wt^ C57BL/6 ES cells were produced by the Texas A&M Institute for Genomic Medicine (College Station, TX) through the insertion of a genetrap construct in the first intron of the *Irf2bp2* gene (clone IST11591C1). Genetrap location was verified using standard PCR and sequencing methods. Mouse ES cells were injected into blastocysts and implanted into pseudopregnant albino fosters according to standard methods. Chimeric animals were further crossed to obtain heterozygous founders and mice were further crossed on a mixed-FVB/N-C57BL/6 background. Mice were genotyped using a standard 3-primer PCR method. Up to E18.5 of embryonic development, wild-type, heterozygous and homozygous genetrap animals were obtained at the expected Mendelian ratio and with no visible signs of developmental defects. Although *Irf2bp2*^trp/wt^ animals were born in normal numbers, *Irf2bp2*^trp/trp^ mice were rarely born (<5% of the expected number). Homozygous animals showed severe growth retardation and all died the first weeks after birth. Ethical approval was obtained from the Committee on the Ethics of Animal Experiments (DEC) of the Erasmus MC as well as the French Ministry of Agriculture regulations (DDPP92 animal facility registration number: B 92-032-02). All animal experiments were carried out according to institutional and national guidelines.

### (Co-)Immunoprecipitations and MS analysis in MEL cells

Protocols for the preparation of nuclear extracts, streptavidin-mediated protein capture and LC–MS/MS in MEL cells have been described previously^21^. On-bead proteolytic digestion was performed by rapidly washing the beads containing bound ETO2-V5-Bio complexes twice with trypsin digestion buffer (50 mM NH_4_HCO_3_), after which to each 50 μl of beads 100 μl of trypsin digestion buffer and 10 μl of trypsin solution (10 μg ml^−1^) were added. Samples were incubated overnight at 37 °C with shaking. Digested samples were analysed by nanoflow LC–MS/MS on a LTQ-Orbitrap (Thermo) mass spectrometer coupled to an 1100 series LC pump and autosampler (Agilent), operating in positive mode and equipped with a nanospray source. Peptide mixtures were trapped on a ReproSil C18 reversed-phase column (Dr Maisch GmbH; column dimensions 1.5 cm × 100 μm, packed in-house) with a flow rate of 8 μl min^−1^. Peptide separation was performed using a ReproSil C18 reversed-phase column (Dr Maisch GmbH; column dimensions 15 cm × 50 μm, packed in-house) using a linear gradient from 0 to 80% B (*A*=0.1 M formic acid; *B*=80% (v/v) acetonitrile, 0.1 M formic acid) over 70 min with a constant flow rate of 200 nl min^−1^ using a splitter. The column eluent was directly sprayed into the electrospray ionization source of the mass spectrometer. Mass spectra were acquired in continuum mode; while fragmentation of the peptides was performed in a data-dependent mode. Peak lists were automatically created from raw data files using the Mascot Distiller software (version 2.1; MatrixScience). The Mascot search algorithm (version 2.2, MatrixScience) was used for searching against the NCBInr database (latest NCBInr release; taxonomy: *Mus musculus*). The peptide tolerance was typically set to 10 p.p.m. and the fragment ion tolerance to 0.8 Da. A maximum number of two missed cleavages by trypsin were allowed and carbamidomethylated cysteine and oxidized methionine were set as fixed and variable modifications, respectively. The Mascot score cutoff value for a positive protein hit was set to 60. Individual peptide MS/MS spectra with Mowse scores below 40 were checked manually and either interpreted as valid identifications or discarded. Identified proteins were filtered against a database of background hits obtained from BirA-expressing MEL cells. Proteins with no peptides identified in the BirA control experiment or showing Mascot scores at least threefold higher than the control were considered as positive hits, and were further validated by conventional co-IP experiments (Fig. 1d; Supplementary Fig. 2b) For endogenous co-IPs, 0.5 mg of MEL nuclear extracts were diluted to reach 100 mM KCl salt concentration using Heng 0 buffer (20 mM HEPES KOH pH 7.9, 20% glycerol, 0.25 mM EDTA, 0.05% NP-40). Extracts were treated with 1 U Benzonase nuclease (Millipore). Protein extracts were incubated with the specific antibody overnight at 4 °C, followed by addition of protein A or G Sepharose bead slurry (50 μl slurry per IP; Millipore) and incubation at 4 °C for 1 h. Beads were pelleted, washed three times in Heng 100 buffer (Heng buffer containing 100 mM KCl) and boiled for 5 min at 95 °C in Laemmli buffer before being subjected to western blot analysis. Proteomics analysis of endogenous ETO2- and IRF2BP2-interacting proteins was carried out by direct immune capture as described previously^57^. Briefly, purification of endogenous protein complexes was performed by crosslinking 10 μg antibody (see below), or control immunoglobulin to 50 μl protein G Sepharose beads (Amersham). Antibody–bead complexes were blocked with 0.1 mg ml^−1^ insulin (Sigma), 0.2 mg ml^−1^ chicken egg albumin (Sigma) and 1% fish skin gelatin (Sigma) for 1 h at room temperature and directly added to 1.5 ml of MEL nuclear extracts containing benzonase. After 3 h incubation at 4 °C, antibody–bead complexes were washed five times in C-100 buffer (20 mM Hepes pH 7.6, 20% glycerol, 100 mM KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.02% NP-40) and boiled in Laemmli buffer. Proteins were loaded on a 4–12% acrylamide gel and lanes were cut for LC–MS/MS analysis as described above. For MS analysis of ETO2- and IRF2BP2-interacting proteins, two independent biological replicates (for both experimental and control samples) were analysed to ensure reproducible and specific binding partner identification. The following antibodies were used: ETO2 G-20 (Santa Cruz, sc9741), an IRF2BP2 rat monoclonal KT139 (clone 10G3, produced by Absea Antibodies, Beijing), GFI1B B-7 (Santa Cruz, sc8559), LDB1 N-18 (Santa Cruz, sc-11198), LSD1 (Abcam, ab17721), RUNX1 H-65 (Santa Cruz, sc28679), E2A V-18 (sc-349), HEB A-20 (sc-357), SSBP3 (Abcam, ab83815), V5 (Invitrogen, R960-25), Flag M2 (Sigma, F1804) and haemagglutinin (HA) (Sigma, H6908).

### Co-IPs and luciferase assays in HEK 293T cells

HEK 293T cells were transfected with Lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions. For ETO2–IRF2BP2 interaction domain mapping, we constructed a series of Flag-tagged ETO2-deletion mutants, V5-IRF2BP2 and the HA-IRF2BP2deltaRING-deletion mutant (see Fig. 2) in the pcDNA3.1 expression vector (Invitrogen). HEK 293T cells were lysed 48 h post transfection in whole-cell lysis buffer (20 mM HEPES KOH pH 7.5, 150 mM KCl, 10% glycerol, 2.5 mM EDTA, 5 mM dithiothreitol, 0.1% Triton X-100 (Sigma) and protease inhibitor cocktail (Roche)). Extracts were treated with 1 U Benzonase nuclease (Millipore). Protein extracts were incubated with the anti-Flag, anti-V5 or anti-HA antibodies overnight at 4 °C, followed by addition of protein A or G Sepharose bead slurry (50 μl slurry per IP; Millipore) and incubation at 4 °C for 1 h. Beads were pelleted, washed three times in lysis buffer and boiled for 5 min at 95 °C in Laemmli buffer before being subjected to western blot analysis. Full-length *Kdm1a* (LSD1) cDNA was cloned in pcDNA3.1 for reporter assay experiments. The Gal4–ETO2 fusion protein was generated by fusing full-length *Cbfa2t3* cDNA sequence to a Gal4 DNA-binding domain in pcDNA3.1. The Gal4-responsive firefly luciferase plasmid was a kind gift from Dr Jan van der Knaap (Erasmus MC). A Renilla luciferase expressing vector (pRL-TK, Promega) was co-transfected and used for normalization. Luciferase assays were performed using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer's instructions^54^. For rescue experiments, MEL cells transduced with shRNAs against *cbfa2t3* (ETO2) or *Irf2bp2* were transfected with expression vectors containing shRNA-immune cDNAs encoding ETO2, IRF2BP2 or mutant versions of these proteins using GeneCellin (BioCellChallenge). RNA extractions and gene expression analysis by qPCR were carried out 48 h after transfection.

### ChIP and ChIP-Seq experiments

Protocols for the preparation of chromatin from MEL cells, IP and sample preparation for Illumina sequencing have been previously described in great detail^5^,^21^. For NCOR1 ChIP-Seq, 10^8^ MEL cells were crosslinked with 2 mM disuccinimidyl glutarate (Thermo Fisher Scientific) and 1% formaldehyde as previously described^58^. Antibodies used for ChIP (10 μg per experiment) are identical to those used for IP (detailed above), except for GFI1B (D-19 Santa Cruz, sc8559). Reads were mapped against NCBI build 37.1 of the mouse genome (mm9) using Bowtie (version 2.0.0)^59^. Uniquely mapped reads were extended to 200 bp in the 3′ direction and were transformed into a genome-wide read density (coverage) using custom R scripts. MACS (version 1.4.2)^60^, CCAT (version 3.0)^61^ and in-house peak-calling software (available from the GitHub repository, https://github.com/supatt/rChIPSeqTools.git) with default parameters were used to comprehensively identify binding sites. We combined binding sites identified by all three methods to define consensus-binding regions using GenomicRanges. Binding regions predicted by each program were profiled on each genomic location. We assigned value ‘1' to the genomic locations that overlapped with the predicted binding sites, and we assigned ‘0' to the non-overlapping locations. We then generated the whole-genome coverage vectors from all binding regions of all methods and summed up these coverage vectors. We selected only genomic regions that had a summed up coverage value ⩾2 and a minimum region length ⩾150 bp as candidate consensus-binding regions. Consensus-binding regions were given *P* values based on a negative binomial distribution as modified from PeakSeq^62^ and assigned *P* values were adjusted using the Benjamini–Hochberg method. Candidate binding sites were then selected for the downstream analysis based on the following criteria: read counts ⩾10 reads, fold changes (FCs) ⩾2 compared with immunoglobulin (Ig)G control and adjusted *P* values ≤0.01. To classify co-binding patterns, ETO2- and IRF2BP2-binding sites were combined using GenomicRanges (using the ‘findOverlaps' function with the minimum overlap regions=250 bp from the peak centre). Binding signal coverage for each site was then normalized to obtain equal levels of background signal in both antibody and IgG control experiments (normalization method was modified from Peakseq^62^). Normalized coverage for the IgG control experiment was subtracted from the normalized coverage for the Antibody experiment. We next retrieved the subtracted coverage within±0.5 kb relative to the centre of each binding site and calculated the standard *z*-scores in each sub-window (25 bp). The matrix of standard *z*-scores per individual binding site was then subjected to *K*-means (*K*=3) clustering. Clustering analysis results were visualized with Java Treeview^63^. After *K*-means clustering, we selected representative binding sites for each co-binding pattern (1,760 for ETO2-only, 2,730 for ETO2/IRF2BP2 and 5 random sets of 4,000 IRF2BP2-only). We retrieved repeat-masked 200-bp DNA sequences centred on each binding site and removed the binding sites that contain ⩾150 bp repeat-masked DNA. We next performed *de novo* motif discovery using MEME^64^ with a minimum motif width of 5 bp and a maximum number of 10 motifs as the required parameters. We excluded motifs supported by ≤100 sites and removed repeat motifs. ‘IRF2BP2-only' category motifs were selected based on their consistent identification in the five random sets. Results from MEME were subjected to an in-house ChIP-Seq analysis pipeline (available from the GitHub repository, https://github.com/supatt/rChIPSeqTools.git) to generate motif logos and to calculate the proportion of motif containing sites. Derived motifs were then compared with known motifs in the JASPAR database^65^ using Tomtom^66^ with parameters: ‘-min-overlap 4 -dist pearson -evalue -thresh 0.05'. Online GREAT^31^ was used to assign TF-binding sites to genes and identify associated biological processes. Different GREAT analysis parameters were tested and yielded highly comparable results. Results using the ‘single nearest gene method (within 1 Mb)' parameter are shown.

### Real-time qPCR

For gene expression analysis, RNA extractions were performed using TRIPure (Sigma) and cDNA synthesized using SuperScript II reverse transcriptase and Oligo(dT) primers (Invitrogen). ChIP DNA or cDNA were used as template in triplicate qPCR reactions (Platinum Taq DNA polymerase, Invitrogen) and analysed on a CFX96 system (Bio-Rad). SYBR Green (Invitrogen) was used for quantification. Gene expression values were normalized to *Rnh1* mRNA levels^54^. Primer sequences can be found in Supplementary Table 1.

### RNAi and CRISPR/Cas9-engineered deletions

Lentivirus particles were produced as described^54^. shRNA sequences were obtained from the MISSION TRC shRNA library (Sigma, for *Kdm1a* and *Ncor1*), designed manually and cloned into pLKO.1 (for *Irf2bp2*; sh1: 5′- CTCCAGACAAAGCATTAAA -3′ and sh3: 5′- CAACGGGTCTAAAGCAGTT -3′) or described before (*Cbfa2t3* (ref. 5)). For *Gfi1b* KDs, MEL cells were transfected with FlexiTube *Gfi1b* siRNA #1 and #7 (SI01011227 and SI05169871, Qiagen) using HiPerfect transfection reagent (Qiagen) according to the manufacturer's instructions. Non-targeting shRNAs/siRNAs were used as controls. Cells were harvested 48 or 72 h after transduction/transfection and processed for RNA/protein extraction as described above. The generation of knockout cell lines by CRISPR/Cas9 technology was carried out as previously described^67^ using the pSpCas9(BB)-2A-Puro (PX459) vector (obtained from Addgene). Small guide RNA sequences for targeted inactivation of *Cbfa2t3* and *Irf2bp2* in MEL cells were designed using the CRISPOR webtool (http://crispor.tefor.net/crispor.cgi). Combinations of two different guide RNAs were used for each gene to delete critical exons (*Cbfa2t3*: 5′- GACTGGGGCCTCACAAACGA -3′ and 5′- GAACGGTTGCAGGGACAGAG -3′; *Irf2bp2*: 5′- GGTCAACGGTTCTGCCGCGC -3′ and 5′- GGCTTTCCTGCTGACCAGCC -3′). MEL cells were transfected using Genecellin (BioCellChallenge), single clones were isolated and targeted genomic deletions were verified by PCR and sequencing.

### RNA sequencing

Total RNA was extracted from MEL or E13.5 sorted FL populations using the RNeasy mini kit (Qiagen). After qPCR validation, RNA was used for mRNA-sequencing on an Illumina HiSeq 2000 (standard TruSeq RNA-sequencing protocol). At least two independent biological replicate samples were sequenced and used for downstream analysis. Raw reads were mapped with Tophat2 (version 2.0.10)^68^ against mouse genome NCBI build 37.1 (mm9) with default parameters using ‘no-coverage-search', and ‘segment-length 18' as input options. We next quantified the expression per UCSC RefSeq (mm9) gene to obtain read count and RPKM values using the *rpkmforgenes* script. The non-adjusted read counts for each gene were used for statistical calculation of global differential expression using DESeq2 (ref. 69). Differentially expressed genes were selected at an adjusted *P* value of ≤0.05 (Benjamini–Hochberg corrected). We selected differentially expressed genes with log2 FCs ⩾0.5 and log2 FC ≤−0.5 in each KD data set to generate the correlation plots shown in Fig. 5. We selected the top 142 differentially expressed genes (log2 FC ⩾1 and log2 FC ≤−1) from the *Cbfa2t3* KD data set for the clustering analysis. We then retrieved all log2 FC values for the 142 genes in the other KD data sets. Hierarchical clustering and visualization were performed using MeV (ref. 70). For Ingenuity Pathway Analysis (Qiagen), only genes with a log2 FC ⩾0.5 or ≤−0.5 and a *P*≤0.05 were considered. Core Analysis (standard settings) was used to extract Gene Ontology terms that were associated with a gene set in a statistically significant fashion.

### Flow cytometry

E11.5–13.5 embryos were harvested and dissected to collect the FL. Hundred microlitre of PBS containing 1 million single cells obtained from whole E13.5 FLs were stained with 5 ng μl^−1^ CD71-FITC (553266) and Ter119-PE (553673) antibodies (BD Pharmingen). Hoechst was used as a viability dye (Sigma), and cells positive for Hoechst staining were excluded from further analysis (>70% of the total cell population consisted of viable cells). Flowcytometric analysis was performed using a BD LSRFortessa flowcytometer (BD Biosciences), collecting a minimum of 10,000 events per sample. FACS sorting was performed with a BD FACSAria III (BD Biosciences) using the above described staining protocol. At least 1 million cells were sorted for RNA extraction.

### Immunofluorescence

MEL cells were fixed on poly-prep glass slides (Sigma) and fixed in 4% paraformaldehyde for 15 min at room temperature. Cells were permeabilized with 0.1% Triton X-100, blocked with 0.5% bovine serum albumin/0.15% glycin (in PBS) and incubated overnight with ETO2 or V5 antibodies at 4 °C. After a 2-h incubation with appropriate secondary antibodies at room temperature, coverslips were mounted on glass slides with Vectashield (+DAPI, Vector Laboratories).

### Published genome-wide data sets used

The following publicly available data sets were used: LDB1, GATA1 and ETO2 ChIP-Seq data (MEL, SRA ERA000161 (ref. 5)); RNA-Seq data (MEL/G1E/G1E-ER, ENCODE Penn State University; available at the UCSC Genome Browser (mouse genome, mm9)); p300 ChIP-Seq data (MEL, ENCODE Stanford/Yale; available at the UCSC Genome Browser (mouse genome, mm9)); H3K27Ac ChIP-Seq data (MEL/FL E14.5/Brain, ENCODE Ludwig Institute for Cancer Research; available at the UCSC Genome Browser (mouse genome, mm9)); DNAse I-Seq data (MEL/FL E14.5/Brain, ENCODE University of Washington; available at the UCSC Genome Browser (mouse genome, mm9)); GATA1, TAL1 and RNAPII ChIP-Seq data (MEL/G1E/G1E-ER, ENCODE Penn State University; available at the UCSC Genome Browser (mouse genome, mm9)); microarray gene expression data (Fetal and adult erythroid populations, ErythronDB database online^35^).

## Additional information

**Accession codes:** Nucleotide sequences for ChIP-Seq and RNA-Seq data sets have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE59859. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium/PRIDE partner repository under accession code PXD001892.

**How to cite this article:** Stadhouders, R. *et al*. Control of developmentally primed erythroid genes by combinatorial corepressor actions. *Nat. Commun.* 6:8893 doi: 10.1038/ncomms9893 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-11, Supplementary Table 1 and Supplementary References

## Figures and Tables

**Figure 1:**
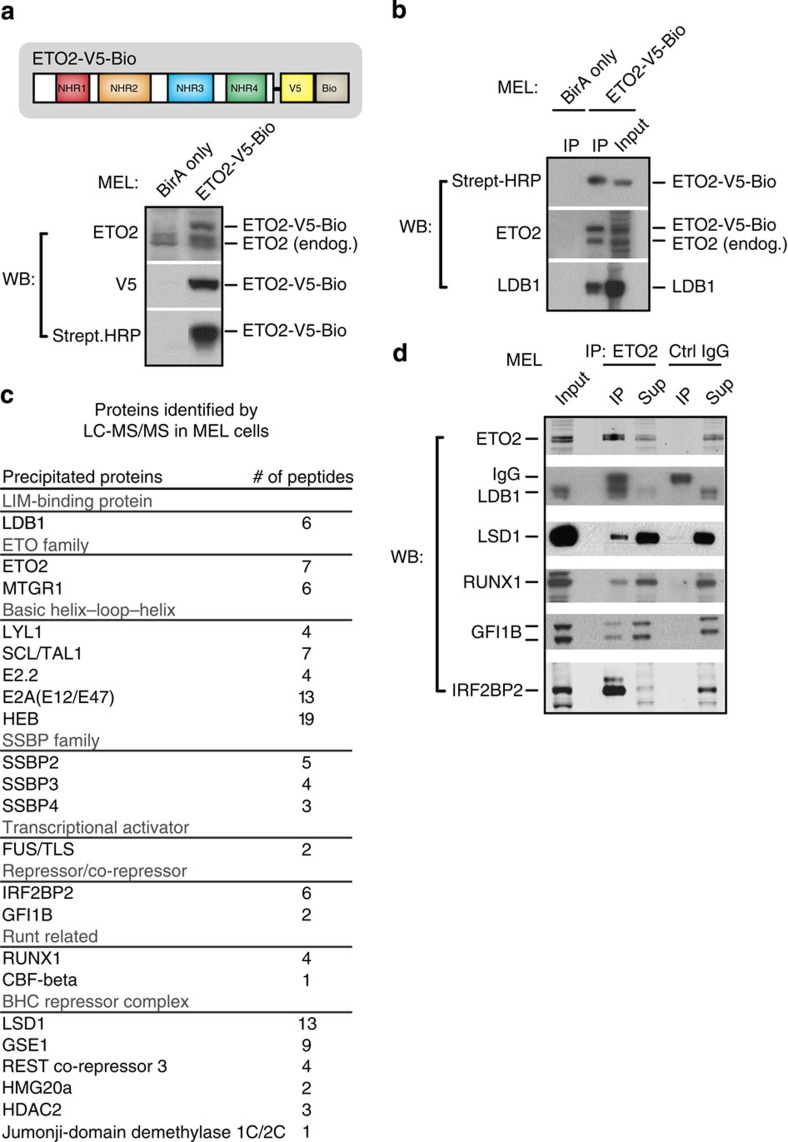
Identification of ETO2-binding partners in erythroid progenitor cells. (**a**) Schematic of the ETO2 protein, its 4 Nervy homology regions (NHR1-4) and the C-terminal V5-Bio tag (top). Fusion protein expression and proper tag function in MEL cells were validated by WB analysis. MEL cells expressing only the BirA enzyme were used as a control. (**b**) Efficient streptavidin IP of ETO2-V5-Bio in MEL cells. Interaction of ETO2-V5-Bio with LDB1 (a known binding partner) was used for validation. (**c**) ETO2-V5-Bio-interacting proteins identified by LC–MS/MS in MEL cells. Only proteins pulled down in two independent experiments and with low background scores are shown. (**d**) Co-IP validations of selected ETO2-V5-Bio-interacting proteins in MEL cells using an endogenous ETO2 antibody. Species-matched IgG was used to control for aspecific binding. Full-size images of all western blots shown can be found in Supplementary Fig. 10. Strept-HRP, streptavidin-HRP; Sup, supernatant; endog., endogenous; WB, western blot; IP, immunoprecipitation.

**Figure 2:**
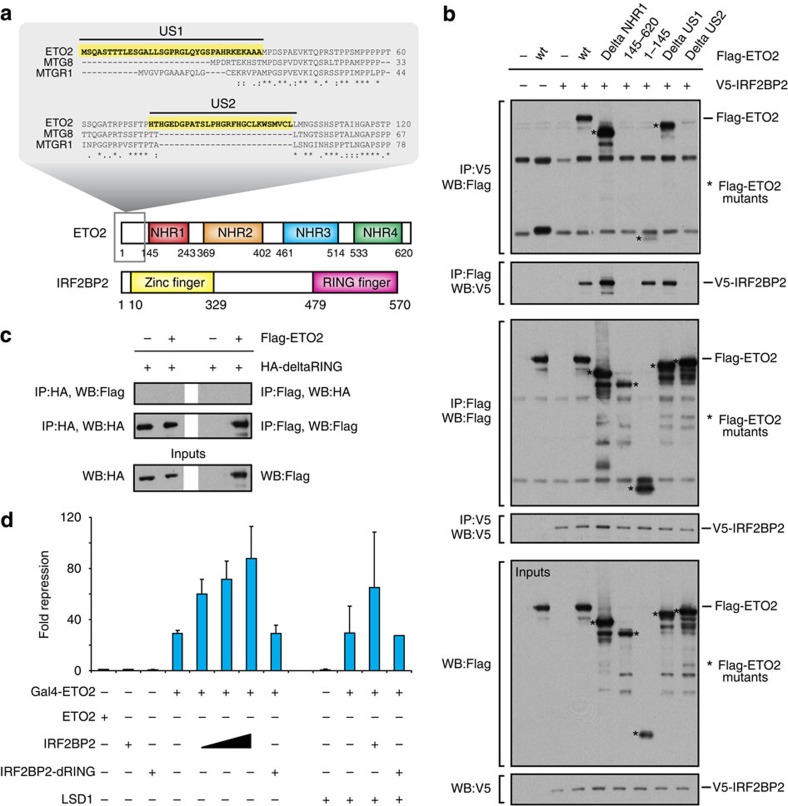
ETO2 and IRF2BP2 interact via their US2 and RING domains, respectively, to cooperatively repress reporter gene activity. (**a**) Schematic of the ETO2 and IRF2BP2 proteins and known functional domains. First and last amino-acid positions of known functional domains are indicated by numbers. Highlighted are two unique N-terminal amino-acid sequences (US1 and US2) only present in ETO2. (**b**) ETO2 interaction domain mapping using a collection of Flag-tagged deletion mutants that were overexpressed in HEK 293T cells together with V5-IRF2BP2. Bands representing the ETO2 mutant proteins are marked by an asterisk. (**c**) An HA-tagged IRF2BP2 lacking the C-terminal RING-finger domain (HA-deltaRING) was used in co-IP experiments with Flag-ETO2. (**d**) Luciferase reporter assay to test repression of a Gal4-responsive promoter (coupled to a firefly luciferase gene) by ETO2 and its interacting partners IRF2BP2 and LSD1. Fusion to a Gal4 DNA-binding domain (Gal4–ETO2) was used to target ETO2 to the promoter. Different combinations of Gal4-ETO2 and IRF2BP2, deltaRING and LSD1 were co-transfected and firefly luciferase expression was measured after 48 h. Co-transfection with equal amounts of a Renilla luciferase expression plasmid was used for normalization. Bars represent average values of at least three independent transfection experiments; error bars denote s.d. Full-size images of all WBs shown can be found in Supplementary Fig. 11. WB, western blot; IP, immunoprecipitation.

**Figure 3:**
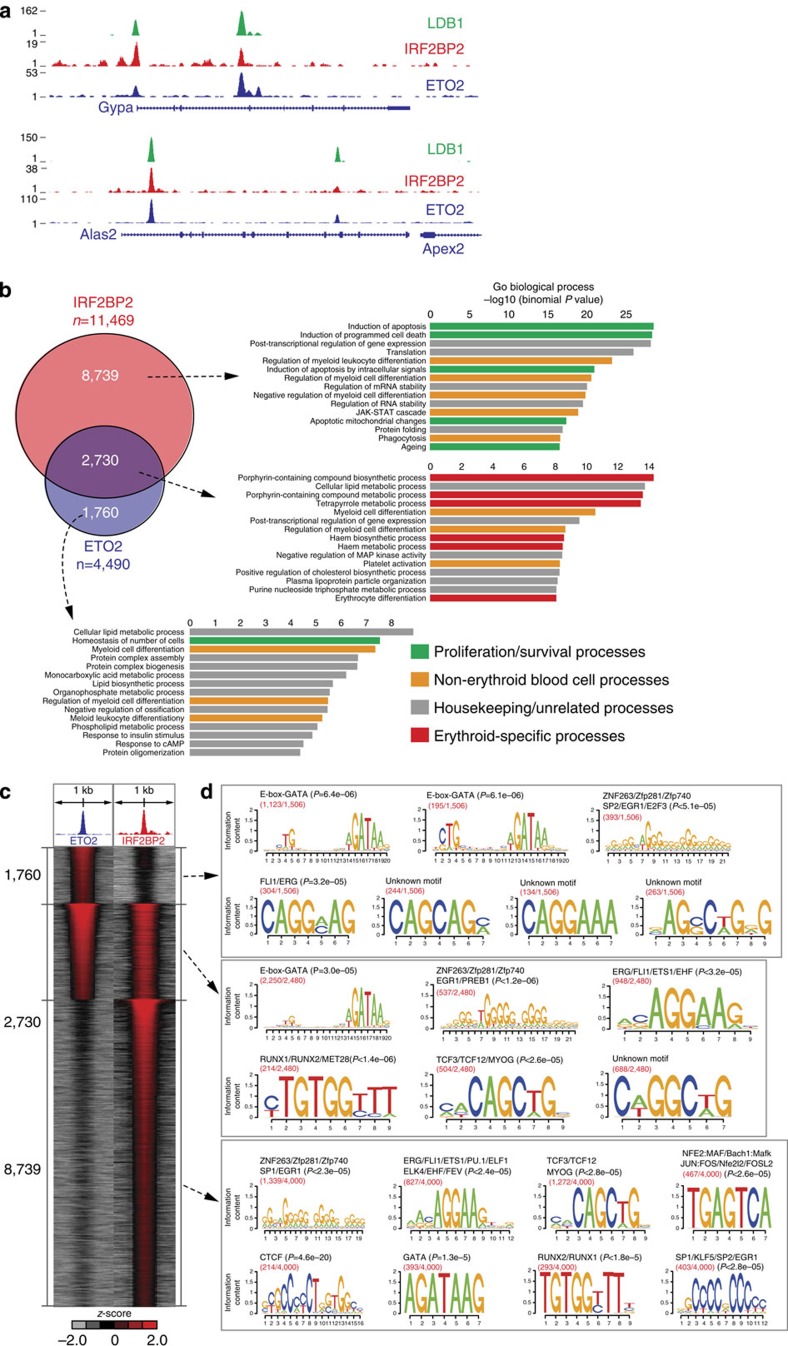
ETO2–IRF2BP2 genomic co-occupancy is associated with genes involved in key erythroid processes. (**a**) Selected examples of overlapping ChIP-Seq profiles for LDB1, IRF2BP2 and ETO2 in MEL cells on key erythroid gene loci. (**b**) Venn diagram showing the genome-wide overlap between ETO2- and IRF2BP2-binding sites in MEL cells. GREAT analysis^31^ (see Methods for more details) was performed for each group of binding sites (ETO2 only, co-occupied and IRF2BP2 only) to identify their putative target genes and possible significantly associated Gene Ontology (GO) terms. The top 15 GO terms are shown for each group of binding sites, and individual GO terms were categorized into four classes (erythroid-related, non-erythroid blood-related, proliferation/survival-related and housekeeping/unrelated). (**c**) Heatmap visualization of ETO2 and IRF2BP2 ChIP-Seq data, depicting all significant binding events centred on the peak region within a 1-kb window around the peak (binding sites were ranked on intensity). (**d**) A motif analysis (see Methods for more details) on the three groups of binding sites (ETO2 only, co-occupied and IRF2BP2 only) was performed to identify possible over-represented transcription factor-binding motifs within the peak sequences. Red numbers denote (number of motifs)/(total number of binding sites).

**Figure 4:**
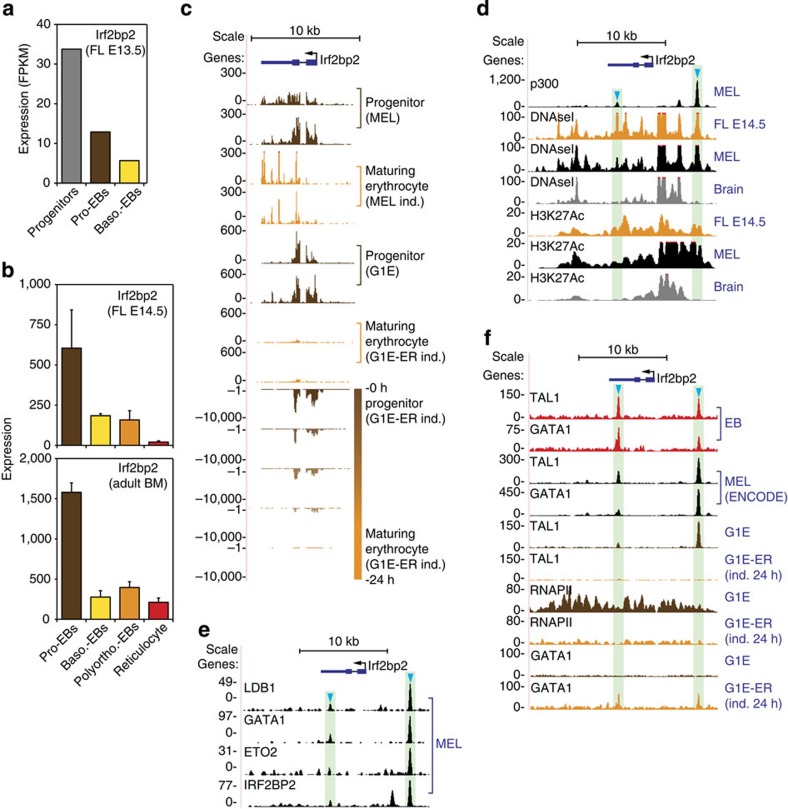
*Irf2bp2* gene expression and transcriptional regulation during erythroid development. (**a**) *Irf2bp2* expression levels at different stages of erythroid development (‘Progenitors', CD71^−^/Ter119^−^; ‘Pro-EBs', CD71^+^/Ter119^−^; ‘Baso-EBs, CD71^+^/Ter119^+^) as determined by RNA-Seq analysis of sorted E13.5 fetal liver (FL) cells (*n*=1). (**b**) *Irf2bp2* gene expression values at different stages of erythroid development in E14.5 FL and adult bone marrow (BM). Data were obtained from the online ErythronDB database^35^ (*n*=5, error bars denote s.d.). (**c**–**f**) Genome-wide data sets centred on the *Irf2bp2* locus from MEL, G1E(-ER), E14.5 FL, erythroblast (EB) and whole-brain cells. (**c**) RNA-Seq data from (differentiating) erythroid progenitors. (**d**) ChIP-Seq (p300 and H3K27Ac, both associated with enhancer activity) and DNase I-Seq (denotes regions of open chromatin) tracks; note the presence of two erythroid-specific putative enhancer elements (blue arrowheads). (**e**) LDB1 complex (including IRF2BP2) occupancy of these putative enhancer elements in MEL cells. (**f**) GATA1, TAL1 and RNAPII binding to the *Irf2bp2* locus in erythroid cells. Note the loss of TAL1 binding to the putative enhancer elements in differentiating G1E-ER cells, accompanied by a loss of RNAPII enrichments. Data shown in **c**,**d** and **f** were obtained from the ENCODE consortium^36^ (see Methods for details). Pro-EBs, pro-erythroblasts; Baso-EBs, basophilic erythroblasts; Polyortho-EBs, polyorthochromatic erythroblasts; RNAPII, RNA polymerase II.

**Figure 5:**
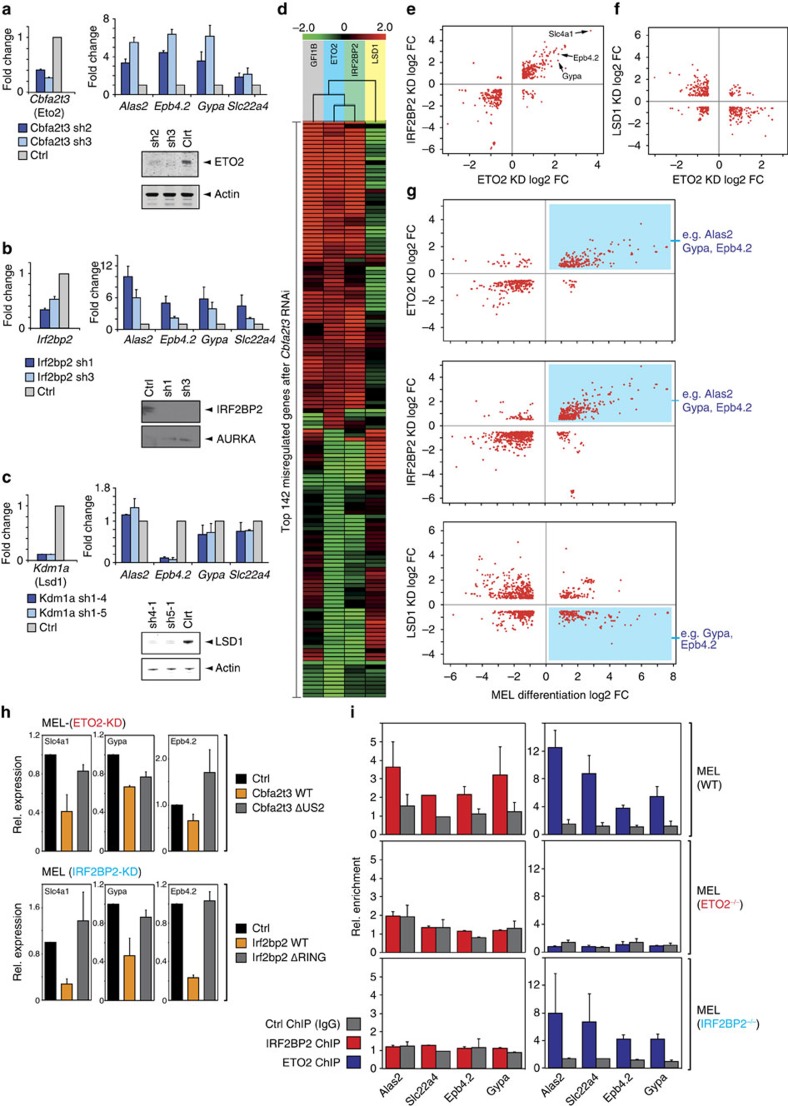
Genome-wide analysis of gene expression changes shows that ETO2 and IRF2BP2 repress the late erythroid transcriptome. Lentiviral delivery of shRNAs against *Cbfa2t3* (**a**), *Irf2bp2* (**b**) and *Kdm1a* (**c**) mRNA to deplete MEL cells of the ETO2, LSD1 and IRF2BP2 proteins, respectively. A non-targeting shRNA (Ctrl) was used as a control. After 72 h, mRNA levels were measured by qPCR (normalized versus *Rnh1* levels) or protein levels by western blot (actin and AURKA were used as loading controls). Expression levels of four archetypical late erythroid genes (*Alas2*, *Epb4.2*, *Gypa* and *Slc22a4*) were quantified by qPCR. (**d**) Unsupervised clustering of the top 142 misregulated genes after *Cbfa2t3* (ETO2) KD and the expression changes of the same set of genes induced after GFI1B, IRF2BP2 and LSD1 depletion. Gene expression changes are shown as log2 fold change (FC). (**e**–**g**) Correlations between gene expression changes (log2 FC) after ETO2/IRF2BP2/LSD1 KD (72 h post transduction) or MEL cell differentiation (96 h). Red dots represent individual genes (see Methods for more information on thresholds used). Positions of archetypical late erythroid genes (for example, *Alas2*, *Epb4.2* and *Gypa*) within the graphs are indicated. (**h**) MEL cells transduced with *Cbfa2t3*-sh3 (top) and *Irf2bp2*-sh1 (panel) lentiviruses were transfected with empty pcDNA3.1 vector (Ctrl), wild-type cDNA or with an interaction-deficient mutant *Cbfa2t3* or *Irf2bp2* cDNA (also see Fig. 2). Gene expression of three late erythroid genes was measured 48 h after transfection by qPCR (normalized versus *Rnh1* levels). (**i**) ChIP-qPCR experiments for ETO2 and IRF2BP2 in parental wild-type (WT) MEL cells, ETO2^−/−^ and BP2^−/−^ MEL cell lines generated using CRISPR/Cas9 technology. Protein binding was examined on the regulatory regions of *Alas2*, *Slc22a4*, *Epb4.2* and *Gypa*. Species-matched IgG was used as a negative control. All bars represent averages of at least two independent experiments; error bars denote s.d. Full-size images of all western blots shown can be found in Supplementary Fig. 11.

**Figure 6:**
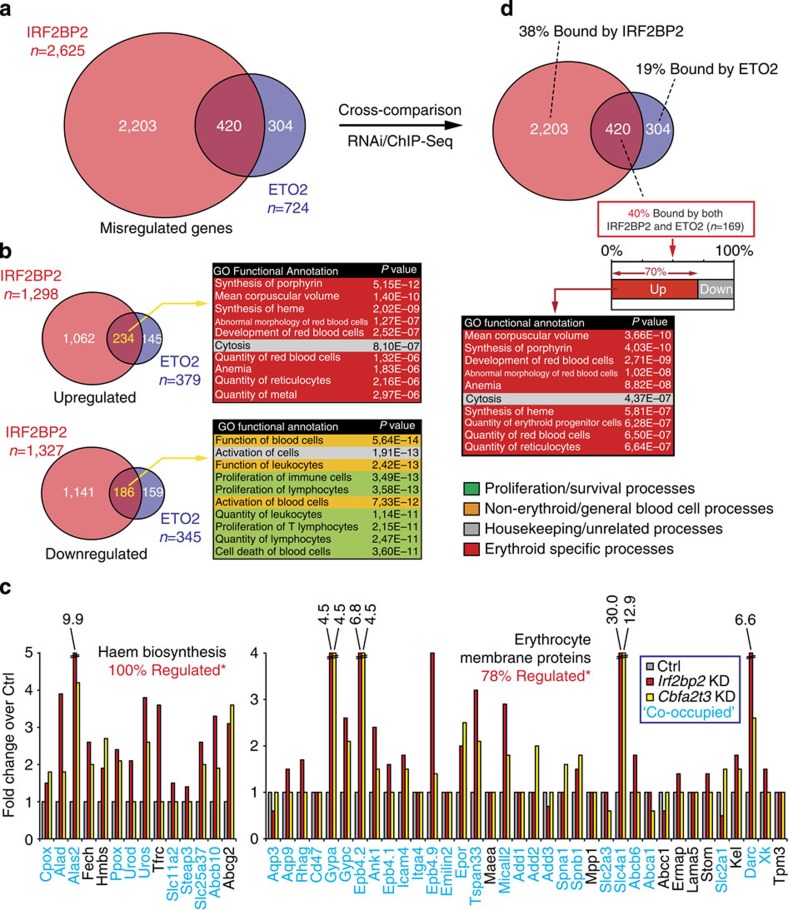
The ETO2–IRF2BP2 axis directly controls the expression of key haem biosynthesis and erythrocyte membrane proteins. (**a**) Venn diagram of differentially expressed genes (log2 FC >0.5/−0.5, *P*<0.05) after ETO2 or IRF2BP2 depletion in MEL cells. (**b**) Venn diagrams of upregulated genes (top, log2 FC >0.5, *P*<0.05) and downregulated genes (bottom, log2 FC >−0.5, *P*<0.05) after ETO2 or IRF2BP2 depletion. Genes found commonly up- or downregulated were subjected to Gene Ontology (GO) analysis using Ingenuity Pathway Analysis (IPA); the top 10 significantly associated GO functional annotations are shown. GO terms were categorized as in Fig. 3b. (**c**) Fold changes in gene expression (log2 FC >0.5/−0.5, *P*<0.05; genes not significantly affected were given a fold change of 1) of haem biosynthesis and erythrocyte membrane protein genes upon *Cbfa2t3* (encoding ETO2) and *Irf2bp2* KD. Expression levels obtained from MEL cells transduced with a non-targeting shRNA (ctrl) were set to 1. Genes bound by both ETO2 and IRF2BP2 in MEL cells (Co-occupied) are shown in blue. ‘*-% Regulated' refers to the % of total genes in the group misregulated upon *Irf2bp2* and/or *Cbfa2t3* KD. (**d**) Cross-combinatorial analysis of ETO2/IRF2BP2 ChIP-Seq data and differentially expressed genes after *Cbfa2t3*/*Irf2bp2* RNAi. Overall, 38% (IRF2BP2) and 31% (ETO2) of misregulated genes are also bound by the corresponding protein. Thirty-eight percent of the genes specifically misregulated by IRF2BP2 are bound only ‘by IRF2BP2; 19% of specific ETO2 misregulated genes are bound by only ETO2; and of the commonly misregulated genes 40% (*n*=169) was bound by both factors. Seventy percent of these co-bound/regulated genes are repressed by ETO2/IRF2BP2 and enriched for erythroid GO terms. GREAT analysis was used for assigning target genes to ChIP-Seq peaks as described in the Methods section.

**Figure 7:**
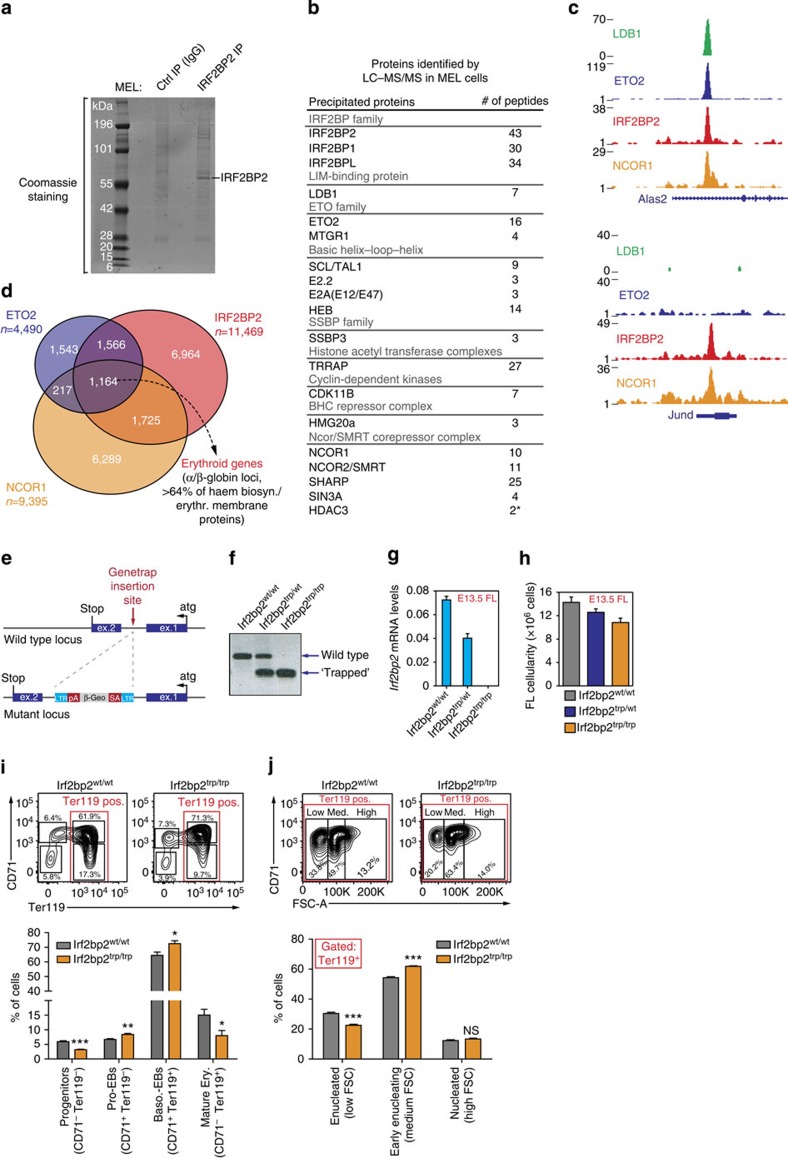
Characterization of IRF2BP2 protein partners and fetal liver erythropoiesis in IRF2BP2-deficient mice. (**a**) Coomassie staining of IRF2BP2 and control IgG-immunoprecipitated proteins separated by SDS–polyacrylamide gel electrophoresis. (**b**) IRF2BP2-interacting proteins identified by LC–MS/MS in MEL cells. Proteins pulled down in two independent experiments and with low background scores are shown, except for HDAC3 (*—only detected in one pull down). (**c**) Examples of NCOR1 recruitment to IRF2BP2-binding sites. (**d**) Venn diagram showing the genome-wide overlap between ETO2-, IRF2BP2- and NCOR1-binding sites in MEL cells. Note the significant co-localization of all three factors on the chromatin (1,164 sites), which included the α- and β-globin loci and >64% of haem biosynthesis and erythrocyte membrane protein genes shown in Fig. 6c. (**e**) A genetrap vector (containing a strong splice-acceptor (SA) and a polyadenylation sequence (pA)) was retrovirally inserted in the *Irf2bp2* intron to disrupt full-length mRNA production (genetrap allele is referred to as ‘Irf2bp2^trp^'). (**f**) Typical genotyping results obtained from a standard 3-primer PCR strategy. (**g**) *Irf2bp2* mRNA levels in whole fetal livers (FL) from E13.5 mouse embryos with the indicated genotypes (*n*=4–6 embryos per genotype, normalized to *Rnh1* levels). (**h**) Total FL cellularity in E13.5 embryos with the indicated genotypes (*n*=5–21 embryos per genotype). (**i**,**j**) Flow cytometry analysis (CD71-Ter119 double-staining) of FLs from E13.5 embryos with the indicated genotypes (*n*=9–11 embryos per genotype). Representative flow cytometry plots are shown on top; average values are plotted as bar graphs underneath. (**i**) A quadrant analysis of CD71-Ter119 staining on all live (Hoechst negative) single cells to visualize erythroid differentiation. (**j**) Ter119^+^ FL cells separated into three populations based on the FSC profile^46^. Differences between wild-type and Irf2bp2^trp/trp^ embryos were tested for statistical significance (Mann–Whitney *U*-test; *P<0.05, **P<0.01, ***P<0.001). Error bars denote s.d. NS, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

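The deposited data are processed files of MEL cells. They comprise 1 table of read counts for each of 5 RNA-Seq comparisons and 1 list of ETO2 and IRF2BP2 binding sites. The RNA-Seq comparisons are *Cbfa2t3* KD (2 control, 2 sh2 and 2 sh3 libraries), *Irf2bp2* KD (2 control and 2 sh1 libraries), *Kdm1a* KD (1 control and 2 KD libraries), *Gfi1b* KD (2 control and 2 KD libraries) and MEL differentiation (2 libraries at 0 h and 2 at 96 h of induction). Libraries that the labels call wild type were taken as the controls of the same table.

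The authors mapped the RNA-Seq reads with Tophat2 to the mm9 genome and counted them per RefSeq gene with rpkmforgenes. Each deposited table gives raw counts and RPKM values per library, and the authors' DESeq2 log2 fold change, p-value and adjusted p-value per gene. The raw counts were used for all tests here, the authors' RPKM values only for the level of *Irf2*, and the authors' comparisons only for the counts that are given as those of the authors' deposited table. Their log2 fold changes correlated across genes with those of DESeq2 with the fold-change prior, run here on the same counts, with r of 0.9999 for *Cbfa2t3*, 1.0 for *Irf2bp2*, 0.9999 for *Gfi1b* and 0.9998 for MEL differentiation. The authors called binding sites with 3 peak callers against an IgG control and combined the sites of the factors around their centres. The deposited list gives an adjusted p-value and a fold enrichment, the ratio of ChIP to IgG, for each site. Another 4 columns of the list, with read numbers that could not be matched to 1 library, are not used here.

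Between 48974735 and 57684583 reads were counted in the KD libraries of *Cbfa2t3*, and the other shRNA libraries were of similar size. The *Gfi1b* and MEL differentiation libraries held between 9929311 and 19623105 counted reads, so that a floor of 3 counts was up to 0.302 CPM there, against up to 0.0676 CPM in the shRNA libraries. The 10 largest genes took between 4.66 and 7.47% of the counts of a library. A fold against a group with all libraries at or under 3 counts is given as a lower bound.

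Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, filterByExpr and the quasi-likelihood test (glmQLFit and glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison. A gene was called changed at an adjusted p of 0.05 or less and an absolute log2 fold change of 0.5 or more, and the libraries of a comparison were fitted without those of other comparisons. *Kdm1a* KD, with 1 control library, was described without a test. Gene lists were tested as sets with camera (preset correlation 0.01) and fry of limma 3.58.1, and in *Kdm1a* KD their medians were ranked among those of 10000 random lists of the same size. Sites, motifs and shares were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Gene positions came from the GENCODE annotation of mm9, and 92.2% of the genes tested in *Cbfa2t3* KD and 92.8% in *Irf2bp2* KD were found there by symbol. A gene was called bound when it was the single nearest gene, within 1 Mb, of at least 1 site of the factor, and the distance of a site was taken from its centre to the nearest TSS.

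The genes named were fixed by a rule. They are the genes that the paper names in its text or in Fig. 6c, apart from some that are not reported here, the 18 genes of an interferon list, the 5 genes of a sex-chromosome list (*Xist* and 4 Y-linked genes), and for each replicated comparison the 5 genes with the largest rise and the 5 with the largest fall past the limits whose treated libraries all lay on the same side of all controls. The lists were also tested as sets, with 14 genes of haem biosynthesis and 36 of erythrocyte membrane proteins and transporters, both from Fig. 6c. The median of the primed genes was taken over the 4 that are given, a choice made after the data were seen. These lists, the comparisons, the tests and the alternatives to each choice were set before the data were examined, apart from those described as chosen after seeing the data.

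The alternatives for RNA-Seq were the size factors of DESeq2 in edgeR, DESeq2 1.42.0 without and with its fold-change prior, no filter on low counts, at least 10 counts in every library, the replicate number as a block, unadjusted p-values, no limit on the fold change, each *Cbfa2t3* hairpin alone or with its own term, and leaving out each library in turn. For binding sites they were the sites above the median by fold enrichment, a TSS limit of 1 kb, assignment within 100 kb, and genes with an absolute log2 fold change of 1 or more. Where leaving out a library left an arm with 1 library, only the change was taken, with no test. No comparison has 3 libraries in each group, so other divisions of the libraries were not counted.

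The test was run on simulated data with 200 genes changed by a log2 of 1, at the library sizes and spread of each comparison. It recovered 175 of them for *Cbfa2t3*, 182 for *Irf2bp2*, 15 for *Gfi1b* and 30 for MEL differentiation, with 8, 5, 4 and 4 false calls. DESeq2 recovered 174, 172, 49 and 54. The assignment to the nearest gene and the motif scan were checked on simulated sites and sequences. Reads, quantitative PCR, ChIP-Seq of LSD1, GFI1B and NCOR1, fetal liver cells and pathway terms were not analysed here.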

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

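The test below was chosen only after the result was seen. The list of 18 interferon-stimulated genes lies outside the genes that the paper discusses, and it stood out because its genes were higher in *Kdm1a* KD than in the control library. Of the 13 genes measured there, 10 were higher by a log2 of 0.5 or more in both KD libraries and 0 were lower, with a median log2 change of 1.01. *Ifit1* and *Mx1* are at the floor in the control, and with them at their lower bound the median was 1.29. The median of 1.01 lay at the percentile 99.99 of the medians of 10000 random lists of the same size. With 1 control library the difference has no test, and none of it can be set against the spread between controls of the same experiment.

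A candidate technical explanation is that the single *Kdm1a* control library lies low for these genes. The KD libraries were therefore set against each of the 4 control libraries of the *Cbfa2t3* and *Irf2bp2* tables, over the 12 genes measured in all of them. Against its own control the median log2 ratio was 1.21. Against the *Cbfa2t3* controls it was 0.07 and -0.02, and against the *Irf2bp2* controls 0.41 and -0.01. A low control library and a rise after the loss of LSD1 cannot be told apart from these values, since libraries of other tables may differ in batch as well and the *Kdm1a* table has no other control. The haem and membrane lists went down in the same libraries, with medians of -0.42 and -0.36, so a shift of all genes is not what the tables show. A biological response to the KD stays open and was not tested.

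The levels of 20 named genes in the 4 *Cbfa2t3* KD libraries were also examined for a library far from the other 3, and 0 genes had one.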

How the results depend on the processing

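In all, 113 results were recomputed under the alternatives to each choice of processing. For the 70 results on single named genes, 769 alternatives gave a value. Of these 668 left the direction and the side of the test's threshold, or the value within the spread between replicates, the same, and 85 moved a value by more than that spread. Another 7 took a gene below the threshold, 7 took one above it and 2 reversed a direction. Where an arm was left with 1 library a value had no test, and a change of sign within the spread counts as the same there. For the other results, 267 of 312 alternatives left the value the same by these measures, 44 moved it, and 1 took it past the threshold. The cause was not tested for any of these changes, apart from those that follow from the alternative itself, such as more genes without a limit on the fold change.

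The reversed values are those of 2 genes near 0. *Irf2bp2* in *Cbfa2t3* KD had a log2 fold change of 0.06 and was -0.01 without sh2 replicate 2. Across the fits that each left out a library it ranged from -0.02 to 0.13. *Gfi1b* in *Gfi1b* KD was at 0.13, and at -0.05 with the replicate number as a block. Across the fits that each left out a library it ranged from -0.80 without the library labelled *Gfi1b* KD replicate 1 to 0.70 without that labelled replicate 2. The cause was not tested.

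*Cbfa2t3* KD changed 1145 genes with sh3 alone and 882 with sh2 alone, against 720 with both as a group. Without a limit on the fold change the counts were 1423 for *Cbfa2t3* KD, 5810 for *Irf2bp2* KD and 1009 for their overlap. *Gfi1b* KD went from 0 genes (784 at an unadjusted p of 0.05 or less) to 49 with DESeq2, 46 with its fold-change prior, 411 without a filter on low counts and 772 with unadjusted p-values. Without the filter *Alas2*, *Epb4.2*, *Slc22a4* and *Hbb-b2* passed the threshold in *Gfi1b* KD. The MEL differentiation count lay between 3036 and 4608 over its alternatives. *Cbfa2t3* KD changed from 642 to 797 genes across the 4 fits that each left out a KD library.

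The share of *Cbfa2t3* KD genes that *Irf2bp2* KD also changed went from 64.4% to 58.4% with unadjusted p-values, 70.9% without a limit on the fold change, 59.4% with sh2 alone and 54.6% with sh3 alone. The share of common genes with the same direction went from 96.1% to 93.6% with unadjusted p-values, 91.0% without a limit on the fold change, 91.6% with sh2 alone, 93.1% with sh3 alone and 93.9% with a term for each hairpin. The share raised in both was 46.8% without a limit on the fold change and 46.0% with sh2 alone, against 52.6%, so that it lay on either side of an even split. The cause was not tested.

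The correlation across genes of *Cbfa2t3* KD with *Irf2bp2* KD was 0.858 by Spearman's method and 0.517 across all genes, against 0.882. Across all genes, that of *Cbfa2t3* KD with *Kdm1a* KD was -0.250, and those with MEL differentiation were 0.344 for *Cbfa2t3* KD, 0.436 for *Irf2bp2* KD and -0.104 for *Kdm1a* KD. All kept their sign. The share of all genes with the same sign as in MEL differentiation was 54.4% for *Cbfa2t3* KD, 60.4% for *Irf2bp2* KD and 49.0% for *Kdm1a* KD. By Spearman's method *Irf2bp2* KD had 0.736 with MEL differentiation. With each library left out in turn, over the genes chosen with all libraries, the value of *Cbfa2t3* KD with MEL differentiation ranged from 0.751 to 0.806. Over the top *Cbfa2t3* genes, r with *Irf2bp2* KD was 0.761 with DESeq2, and r with *Gfi1b* KD ranged from -0.063 without the library labelled *Gfi1b* KD replicate 1 to 0.710 without that labelled replicate 2. The last value is thus decided by 1 library.

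Without a limit on the fold change, 100.0% of the haem genes and 86.1% of the membrane genes were changed in at least 1 KD. The median log2 fold change of *Alas2*, *Epb4.2*, *Slc22a4* and *Slc4a1* in MEL differentiation, 5.00, was 4.76 with the fold-change prior of DESeq2 and 4.52 with at least 10 counts in every library, which leaves out *Slc4a1*. As each library was left out it was 4.98 and 5.02 without an induced library and 4.70 and 5.29 without a non-induced library. The limit for these was the spread between the induced libraries, which was only 0.011. The share of ETO2 sites that IRF2BP2 shares was 64.5% for sites above the median by fold enrichment, which at shared sites may be that of either antibody. Within 1 kb of a TSS lay 3.75% of ETO2-only, 5.60% of shared and 26.5% of IRF2BP2-only sites, and the odds ratio of shared against ETO2-only sites, 1.52, then passed the test. The order of the classes was the same as at 5 kb. The same share by read count was not run, since the read numbers of the list could not be matched to a library. The alternative that asks for centres near each other could not be computed, since the deposited list gives 1 combined site for a shared pair.

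The replicate numbers were tried as a block because replicates of the same number may have been prepared together. The deviations of replicate 1 from replicate 2 correlated across genes with 0.381, 0.215 and 0.393 between the groups of *Cbfa2t3*, 0.219 between those of MEL differentiation, 0.045 for *Irf2bp2* and 0.018 for *Gfi1b*. With the block, 632 genes changed in *Cbfa2t3* KD, 2834 in *Irf2bp2* KD, 0 in *Gfi1b* KD and 3916 in MEL differentiation, 9 haem genes (64.3%) were raised in both KDs, and *Cbfa2t3*, at 0.67, passed the threshold in MEL differentiation.

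Few counts limit the values of *Hba-a1*, whose controls had at most 7, and of *Slc4a1* before induction. Whether depth is the cause was not tested. For *Hba-a1* the limit of 7 counts holds even in the shRNA controls, which had 48920447 or more counted reads. *Hba-a2* is not listed, so the *Hba-a1* row is no measure of all α-globin RNA. Whether library size or the spread between the libraries labelled *Gfi1b* KD limits the count of that comparison was not tested.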

Differences from the paper's values

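Of 42 values that the paper gives and that were computed here, 37 lay within the limits set for a difference and 5 did not. The limits were a ratio of 1.5 to the paper's value in either direction, so a value within them need not be close. For example, the share of *Irf2bp2* KD genes bound by IRF2BP2, 48.5% here against the paper's 38%, counted as within. So did the share of haem genes with sites of both factors, 57.1% here against 71%. The paper counts 142 genes most misregulated after *Cbfa2t3* KD, and 277 genes had an adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more here. Of the alternatives set before the data were examined, DESeq2 with its fold-change prior, with 112 genes, brought the value within the limits. The others did not, with 276 genes under the size factors of DESeq2 in edgeR, 255 under DESeq2 without the prior, 296 without a filter, 221 with at least 10 counts in every library, 249 with the replicate block, 281 with sh2 alone, 406 with sh3 alone and 313 with a term for each hairpin.

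For *Hba-a1/2* in *Irf2bp2* KD the paper's value is 8.2-fold, and *Hba-a1* had a fitted rise of 17.1-fold here, from 1 and 4 counts in the controls. *Hba-a2* is not listed here, so in both KDs the values here are of the *Hba-a1* row alone and not of *Hba-a1/2*. None of the alternatives set before the data were examined closed the gap. The nearest value above the paper's was 16.9-fold with the replicate block, and DESeq2 with its fold-change prior gave 2.75-fold. For *Hba-a1/2* in *Cbfa2t3* KD the paper's value is 3.9-fold and the value here 2.46-fold. With sh3 alone it was 3.42-fold, which is within the limits. The other alternatives set before the data were examined left it outside, between 1.17-fold with the fold-change prior of DESeq2 and 2.48-fold with DESeq2 without it, with 2.23-fold under a term for each hairpin.

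The paper gives 31% as the share of *Cbfa2t3* KD genes bound by ETO2, and it was 48.6% here. Neither assignment within 100 kb (47.0%) nor an absolute log2 fold change of 1 (48.1%), the alternatives set before the data were examined, closed the gap. *Irf2bp2* RNA after *Irf2bp2* KD is about 0.35 of the control in Fig. 5b, read by eye, where it was measured by quantitative PCR, and it was 0.794 of the control in the RNA-Seq counts here. The alternatives set before the data were examined gave up to 0.803, and none closed the gap.

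The paper finds the composite E-box/GATA motif at almost every ETO2-only and shared site and at no IRF2BP2-only site, and the pattern was present at 33.9%, 32.8% and 6.29% of them within 100 bp of the centre. The paper's motifs come from a *de novo* search on repeat-masked sequence, with random sets of the IRF2BP2-only sites. Here fixed patterns were scanned at all sites without masking, so the shares are not like measures. The GATA part alone, added after the data were seen, was present at 88.7% and 90.4% of ETO2-only and shared sites. The paper places RUNX and TCF motifs at IRF2BP2-only sites, and both patterns exceeded the flanks in all classes here, the RUNX pattern with a ratio of 1.75 at ETO2-only, 2.37 at shared and 1.66 at IRF2BP2-only sites.

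The paper states an average induction of primed genes on differentiation, and the median rise was 32.0-fold for *Alas2*, *Epb4.2*, *Slc22a4* and *Slc4a1*, 2.81-fold for the haem genes and 2.17-fold for the membrane genes, so the value depends on the list. The paper counts every haem gene as affected in at least 1 KD, and 92.9% were past the limits here, with *Steap3* short of the limit on the fold change. With no such limit the share was 100.0%. In Fig. 6c, *Urod*, *Uros*, *Slc11a2* and *Slc25a37* of the haem genes and *Rhag* and *Xk* of the membrane genes are co-occupied and were not here. *Abcg2* and *Tpm3* were co-occupied here and are not in Fig. 6c. The calls are the same for 8 of the 14 haem genes and 33 of the 36 membrane genes, within 1 Mb and within 100 kb. The paper describes the *Gfi1b* KD profile as very similar to those of *Cbfa2t3* and *Irf2bp2* KD, and the correlation with the top *Cbfa2t3* genes of 0.603 became -0.063 without the library labelled *Gfi1b* KD replicate 1.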

Other observations

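The tests of GC content and gene length and of the expression level of bound genes were planned before their results were seen. All other tests of an explanation in this part were chosen only after the result was seen. The edgeR tests of genes and the camera and fry tests of lists are those set before the data were examined.

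The library labelled *Gfi1b* KD replicate 1 carried the profile of MEL differentiation and that labelled replicate 2 did not. Across 11089 genes, the log2 changes of the former from the controls correlated with those of MEL differentiation with r of 0.652, and those of the latter with -0.068. Over the top *Cbfa2t3* genes r was 0.691 and -0.137. *Gfi1b* RNA was higher than in the controls in the library labelled replicate 1 and lower in the other. The tables argue against library size, since with its counts thinned to the total of replicate 2 r was 0.651. They also argue against a few large genes, since r was 0.650 over the 10983 genes left without those above 1000 CPM. A mislabelled sample, such as induced MEL cells under the *Gfi1b* KD label, cannot be told apart from a KD that induced differentiation. Over 78 genes raised in the library labelled replicate 2 and unchanged in MEL differentiation, the median log2 change of the library labelled *Gfi1b* KD replicate 1 was 0.71 (quartiles 0.25 and 1.13), with 82.1% above 0. In the induced MEL libraries over the same control it was 0.59, with 76.9% above 0, so the test does not separate them. The rise of *Gfi1b* in MEL differentiation (log2 fold change 0.79) goes the same way as in this library. A stronger or later effect of the siRNA, which the labels do not tell apart, stays open and was not tested.

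The interferon list was lower in *Irf2bp2* KD, with a median log2 fold change of -1.21. Of 11 genes tested 6 were lowered and 0 raised (7 adjusted over the list alone), and camera gave an adjusted p of 4.55e-05. Under fry the adjusted p was 0.055, so that the call of the set does not hold there. Among the lowered genes *Irf7* fell by 2.30, *Dhx58* by 1.94, *Oas1a* by 1.57, *Oasl2* by 1.48 and *Ifih1* by 1.35 on the log2 scale. The list may fall as part of erythroid differentiation, but over the 10 genes tested in both its median in MEL differentiation was 0.22, with 2 genes lower against 9 in *Irf2bp2* KD, which argues against that as the cause. In MEL differentiation 2 genes of the list were raised and 1 lowered. In *Cbfa2t3* KD the median was -0.36, with 0 of 12 genes past the limits (2 adjusted over the list alone; camera adjusted p = 0.0576), and in *Gfi1b* KD it was 0.64. The difference between *Irf2bp2* KD and *Cbfa2t3* KD was not tested. A response of the control cells to the non-targeting hairpin and a role of IRF2BP2 in interferon signalling both stay open and were not tested.

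The correlation of *Cbfa2t3* KD and *Irf2bp2* KD across genes could come from a bias by GC content or gene length. After GC content and the length of the longest transcript, linear and squared, were regressed out of both, r over the 446 common genes with a value (96.1% of 464) was 0.863, against 0.880 before. Over all 11347 genes with a value r went from 0.530 to 0.518. These values argue against this bias as the cause. Each KD has its own controls, so a shared control is not a source of the correlation. The paper's controls carry a non-targeting shRNA, so a response to shRNA as such lies in both arms and would cancel. What remains is a common response to targeting hairpins beyond that of the controls. In the *Kdm1a* KD libraries, it would also raise the common genes raised in both and lower those lowered in both. Over the control of *Kdm1a*, the median log2 change of 228 genes raised in both was -0.34 and -0.41 in these libraries, and that of 202 genes lowered in both was 0.59 and 0.60. The difference between the medians was below 0 in both KD libraries over this control and over each of the 4 controls of *Cbfa2t3* and *Irf2bp2*, and the value nearest to 0 was -0.46. The *Kdm1a* KD libraries thus show no such common response. Their changes include the effect of the loss of LSD1, so the values cannot exclude one. A smaller response that the loss of LSD1 outweighs in these libraries stays open.

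*Irf2bp2* RNA fell little in *Irf2bp2* KD. The log2 fold change lay between -0.33 and -0.32 over the alternatives with a test, so the choice among these settings is not the cause. Their values hardly differ, so they cannot decide whether another kind of scaling would give a larger fall. *Rnh1*, the gene to which Fig. 5 scales its quantitative PCR, rose in *Irf2bp2* KD from 74.2 ± 8.97 to 101.1 ± 3.86 CPM (SD, n = 2 each; log2 fold change 0.45, adjusted p = 0.000728 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Relative to *Rnh1* in the same libraries, *Irf2bp2* was at 0.580 of the control (0.556 and 0.604 in the KD libraries). A rise of the reference gene may therefore account for part of the distance to Fig. 5b, but the ratio stays above the level shown there. In *Cbfa2t3* KD the log2 fold change of *Rnh1* was 0.02. The protein and the position of the reads in the transcript were not analysed here. The sh1 target CTCCAGACAAAGCATTAAA lies in a coding exon of *Irf2bp2*, on chromosome 8 from 129115160 to 129115178.

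With sh3 more genes changed than with sh2, 1145 against 882, and *Cbfa2t3* RNA was at 0.324 of the control with sh3 and at 0.537 with sh2. If less residual *Cbfa2t3* RNA were the cause, genes chosen without these libraries could be expected to move farther with sh3. Over 328 genes raised in *Irf2bp2* KD by a log2 of 1 or more, the median log2 ratio of sh3 to sh2 was 0.10, with 62.5% of the genes above 0. Over 508 lowered genes it was -0.01, with 48.0% above 0. The median differences between replicates of a hairpin were between -0.01 and 0.05. The residual RNA and other differences between the hairpins cannot be told apart, since raised genes went 1 way and lowered genes did not move.

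Genes changed in a KD were bound more often than genes that were not, which could follow from their expression level. Unchanged genes matched on expression in 20 bins were bound by ETO2 in 17.1% of cases, against 48.6% of the *Cbfa2t3* KD genes, and by IRF2BP2 in 36.9%, against 48.5% of the *Irf2bp2* KD genes. These values argue against the expression level as the cause. Gene density and the accessibility of chromatin were not tested.

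In MEL differentiation *Cbfa2t3* went from 356.3 ± 142.7 to 549.9 ± 112.5 CPM (SD, n = 2 each; log2 fold change 0.63, adjusted p = 0.124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Irf2bp2* had a log2 fold change of -0.03 (adjusted p = 0.940, same edgeR test). The paper reports a fall of *Irf2bp2* in fetal liver erythropoiesis and G1E-ER cells, which were not analysed here. *Tal1* rose by 0.57 in *Cbfa2t3* KD, by 1.34 in *Irf2bp2* KD and by 1.83 in MEL differentiation on the log2 scale, and was at -0.90 in *Kdm1a* KD. *Myb* fell by 0.85 in *Irf2bp2* KD and by 2.00 in MEL differentiation. *Gfi1b* rose by 0.35 in *Cbfa2t3* KD, by 0.31 in *Irf2bp2* KD and by 1.13 in *Kdm1a* KD. No explanation of these values was tested.

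By the fitted fold change, the largest rises in MEL differentiation were those of *Prss23*, *Apol7c*, *Ptprh*, *Prelp* and *Rgag1*, which are at the floor before induction and were at least 51.2-fold, 32.7-fold, 19.8-fold, 15.1-fold and 14.1-fold higher. The largest falls were those of *Allc*, *Lilrb4*, *Sox13*, *Gp49a* and *Clec4d*, at least 16.1-fold, 12.6-fold, 12.0-fold, 11.9-fold and 10.9-fold lower.

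Of the 18 genes that went opposite ways in *Cbfa2t3* KD and *Irf2bp2* KD, 2 are named here after their values were seen. *S100a4* had log2 fold changes of -2.06 and 1.85 (adjusted p = 0.00309 and 0.000161), and *Slc2a1*, a gene of the membrane list, of 0.55 and -0.95 (adjusted p = 0.0268 and 5.45e-07), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

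The sex-chromosome list had a median log2 fold change of -0.14 in *Cbfa2t3* KD, -0.19 in *Irf2bp2* KD, 0.31 in *Gfi1b* KD and 0.85 in MEL differentiation, where *Ddx3y* and *Uty* were raised by 1.06 and 0.85 and the set did not pass camera (adjusted p = 0.108). In *Kdm1a* KD its median was -0.03, at the percentile 43.2 of random lists. The haem and membrane lists had medians of 1.27 and 0.79 in *Gfi1b* KD (camera adjusted p = 6.82e-06 and 4.87e-08), which did not hold under fry (adjusted p = 0.412 and 0.387).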
